# METTL3, an Independent Adverse Prognostic Factor for AML, Promotes the Development of AML by Modulating the PGC‐1α–MAPK Pathway and PGC‐1α–Antioxidant System Axis

**DOI:** 10.1002/cam4.70771

**Published:** 2025-04-02

**Authors:** Yuqian Tang, Xiaoyan Liu, Wu Ye, Xiaojia Wang, Xiaoyu Wei, Yiwen Du, Ying Zhang, Yuping Gong

**Keywords:** acute myeloid leukemia, m^6^A RNA methylation, METTL3, PGC‐1α, WTAP

## Abstract

**Background:**

m^6^A represents a prevalent epigenetic modification of mammalian mRNAs. Studies have demonstrated that m^6^A RNA methylation‐modifying enzymes play crucial roles in the onset and progression of AML. However, their clinical relevance remains undefined, and the mechanisms underlying their modulation of AML have yet to be elucidated.

**Results:**

The expression levels of the m^6^A RNA‐modifying enzymes METTL3, METTL14, WTAP, FTO and ALKBH5 were elevated in AML patients. METTL3‐positive AML is often accompanied by DNMT3A mutations and is also an independent poor prognostic factor for AML patients. Following METTL3 knockdown, we observed a decrease in the m^6^A level of the mitochondrial oxidative stress gene PGC‐1α in K562 and MV4‐11 cells. We analyzed the expression levels of PGC‐1α and METTL3 mRNA in 105 patients with primary AML. The expression levels of PGC‐1α and METTL3 mRNA were positively correlated. Similar to METTL3 knockdown, PGC‐1α gene knockdown resulted in increased phosphorylation of the key signaling molecules P38, c‐Jun and ERK1/2 in the MAPK signaling pathway, and decreased mRNA levels of SOD1, GPX1, catalase and UCP2 in the antioxidant system of K562 cells. Analysis of the TCGA and GSE13159 datasets, along with samples from West China Hospital, revealed that patients exhibiting high PGC‐1α expression had a poor prognosis.

**Conclusion:**

The m^6^A methylation‐modifying enzyme METTL3 is an independent prognostic factor for poor prognosis in AML patients. PGC‐1α is a downstream signaling molecule of METTL3, and METTL3 affects its expression by regulating the m^6^A level of PGC‐1α. PGC‐1α acts as an oncogene in AML by affecting the MAPK pathway and antioxidant system.

**Abbreviations**
ALKBH5: ALKN homolog 5 RNA demethylase
AML: acute myeloid leukemia
BM: bone marrow
CR‐AML: complete remission of acute myeloid leukemia
EFS: event‐free survival
HSCT: hematopoietic stem cell transplantation
m^6^A: N6‐methyladenosine
METTL14: methyltransferase‐like protein 14
METTL3: methyltransferase‐like protein 3
mRNA: messenger RNA
NCs: normal controls
OS: overall survival
PB: peripheral blood
R/R‐AML: recurrent/refractory acute myeloid leukemia
ROS: reactive oxygen species
UCPs: uncoupling proteins
WTAP: Wilms tumor 1‐associated protein

## 1 Introduction

N6‐methyladenosine (m^6^A) RNA methylation is an epigenetic modification that occurs in eukaryotes. The modification sites are located mainly in the relatively conserved domain RRACH (*R* = A/G, *H* = A/C/U) in the termination codon and 3′ UTR of mRNA [1]. m^6^A RNA methylation is involved in the posttranscriptional metabolism of mRNAs, which includes processes such as splicing, translation, stability, and degradation, thereby modulating the expression of target genes [2, 3, 4, 5, 6].

The process of m^6^A RNA methylation is regulated by enzymes that modify m^6^A RNA, including methyltransferase complexes, demethylases, and m^6^A‐specific binding proteins. Methyltransferase complexes initiate methylation, whereas demethylases initiate demethylation to achieve a dynamic and reversible balance. Additionally, m^6^A‐specific binding proteins recognize and guide methyltransferase complexes to target mRNAs. The key components of the methyltransferase complex are methyltransferase‐like protein 3 (METTL3) [7], methyltransferase‐like protein 14 (METTL14) [8], and Wilms tumor 1‐associated protein (WTAP) [9]. Demethylases include FTO [10] and ALKBH5 [11], which is the ALKN homolog 5 RNA demethylase. The m^6^A‐specific binding proteins include YTH family proteins, YTHFD1/2/3, and YTHDC1/2 [3, 12, 13, 14].

Recently, there have been reports linking m^6^A RNA‐modifying enzymes to tumorigenesis and development [15, 16, 17, 18, 19, 20, 21]. Several studies have indicated that METTL3, METTL14, and WTAP are highly expressed in patients with acute myeloid leukemia (AML) and function as oncogenes [22, 23, 24, 25]. However, it remains unclear how these enzymes are associated with patient prognosis. This study aimed to investigate the prognostic value of METTL3, METTL14, WTAP, FTO, and ALKBH5. By identifying the most promising prognostic factors, we aimed to elucidate their role in the occurrence and development of AML.

## 2 Materials and Methods

### 2.1 Materials

The primary experimental reagents used in this study are detailed in Table S1.

### 2.2 Collection and Processing of Patient Samples

A total of 174 peripheral blood (PB) and bone marrow (BM) samples were collected from patients diagnosed with AML at the Hematology Department of West China Hospital. The Biomedical Ethics Committee of West China Hospital, Sichuan University, approved this study and waived the requirement for informed consent. Among them, 112 samples were from patients with initial AML (61 from PB and 51 from BM), whereas the remaining 24 samples were from patients with relapsed/refractory AML (R/R AML) (5 from PB and 19 from BM). Additionally, 16 samples were collected from normal controls (NCs).

### 2.3 Cell Culture

The cell lines used in this study were procured from the Laboratory of Hematology, West China Hospital. K562 cells were cultured in RPMI 1640 medium supplemented with 10% FBS; MV4‐11 cells were cultured in IMDM medium supplemented with 10% FBS; and 293 T cells were cultured in DMEM medium supplemented with 10% FBS. All cell lines were maintained at 37°C in a humidified atmosphere with 5% CO_2_.

### 2.4 Quantitative Real‐Time Polymerase Chain Reaction

The mRNA levels of cells were detected using quantitative real‐time polymerase chain reaction (qRT‐PCR). Three replicates were set for each sample. All utilized primers are listed in Table S2.

### 2.5 Western Blot Analysis

Mononuclear cells were isolated from PB or BM samples using Lymphocyte Separation Medium, followed by protein extraction from these cells or AML cell lines. For protein extraction, the cells were suspended in RIPA lysis buffer on ice for 20 min. Then, the samples were centrifuged, and the supernatant was collected. The protein concentration was standardized by the BCA method according to the instructions of the BCA Protein Assay Kit. The protein loading volume was 20 μg for each sample, and the loading volume was unified to 10 μL with SDS loading buffer. Then, the samples were denatured at ≥ 95°C for 5 min. Protein detection was performed using sodium dodecyl sulfate‐polyacrylamide gel electrophoresis (SDS‐PAGE) and western blotting, with chemiluminescence detection facilitated by enhanced chemiluminescence reagents. According to the WB exposure results, samples that did not show a band were defined as negative, and samples that showed a band were defined as positive.

### 2.6 Liquid Chromatography Tandem Mass Spectrometry

mRNA of K562 shCTR, K562 shMETTL3, MV4‐11 shCTR, and MV4‐11 shMETTL3 cells was extracted using an mRNA extraction kit and then precipitated for further use. Following precipitation, the mRNA was subjected to washing with 70% ethanol, centrifugation, removal of the supernatant, and drying at room temperature until fully dry. The sample was treated with Nuclease P1 and incubated at 37°C for 4 h, followed by the addition of 3 μL of NH_4_HCO_3_ and 3 μL of alkaline phosphatase and further incubation at 37°C for 4 h. The samples were then forwarded to the State Key Laboratory at our University for mass spectrometry analysis. Quantification of m^6^A and adenosine (A) was performed by a Shimadzu ultra‐fast liquid chromatography–tandem mass spectrometry (UFLC‐MS/MS) system equipped with a triple quadrupole mass spectrometer. Sample analysis was conducted via multiple reaction monitoring, with m^6^A monitored at an m/z transition of 282.0–150.0 and A at 136.1–119.1. Quantification was achieved by comparison to standard calibration curves, and the ratio of m^6^A and A was calculated.

### 2.7 Flow Cytometry

Cells in the logarithmic growth phase were harvested, with 2 × 10^5^ cells per well seeded into a 6‐well plate. There were three replicates for each group. The appropriate concentration of the drug was then added to continue the culture.

For apoptosis analysis, cells were harvested and resuspended in flow cytometry tubes containing 100 μL of 1× binding buffer. Annexin V‐APC and 7‐AAD were sequentially added to each tube at a ratio of 2:1. The cells were incubated in the dark on ice for 15 min. Then, 300 μL of PBS was added to each tube, and the samples were analyzed by flow cytometry.

For the cell differentiation assay, cells were incubated for 72 h, then harvested and washed with PBS. The cells in the control and experimental groups were resuspended in PBS containing 0.1 μg/mL CD11b and 0.2 μg/mL CD14 antibodies, followed by incubation in the dark for 30 min and analysis by flow cytometry.

### 2.8 Co‐Immunoprecipitation (Co‐IP)

Protein extraction was described in the “Western Blotting” section. Co‐IP was subsequently conducted with a Magna RIP RNA‐Binding Protein Immunoprecipitation Kit.

### 2.9 MTT Assay

The cells in the logarithmic growth phase were harvested, and the cell density was adjusted to 1 × 10^5^ cells/mL. Ninety microliters of cell suspension and 10 μL of complete medium were added to the control wells, whereas 90 μL of cell suspension and 10 μL of various drug concentrations were added to the experimental wells. One hundred microliters of complete medium was added to the blank wells, and three replicate wells were set up. Subsequently, 200 μL of sterile PBS was added to the peripheral wells and incubated at 37°C with 5% CO_2_. After 72 h, 20 μL of 5 mg/mL MTT solution was added to each well, and the incubation was continued. After 4 h, 100 μL of MTT dissolving solution was added to each well, and the plates were incubated at 37°C overnight in a waterproof incubator. The next day, the absorbance at 570 nm was measured using a microplate reader. The cell viability was calculated as (OD of experimental well—OD of blank well)/(OD of control well—OD of blank well) × 100%.

### 2.10 Establishment of Knockdown Cell Lines

Lentiviral vectors were used to generate stable cell lines with either METTL3 or PGC‐1a knockdown. The shRNA pLent‐U6‐GFP‐puro virus of the human METTL3 gene (NM_019852) and the pLent‐U6‐GFP‐puro control virus with an inserted nonsense sequence were purchased from Shandong Vigene Biosciences Co. Ltd. The shRNA hU6‐MCS‐Ubiquitin‐EGFP‐IRES‐puro plasmid of the human PGC‐1a gene (NM_013261) and the control plasmid hU6‐MCS‐Ubiquitin‐EGFP‐IRES‐puro (GV248) with an inserted nonsense sequence TTCTCCGAACGTGTCACGT were purchased from Shanghai Genechem Co. Ltd. The knockdown sequences and plasmid map can be found in Table S3 and Figure S1, respectively. 

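The METTL3 shRNA of Table S3 carries the stem GCCAAGGAACAATCCATTGTT, a sequence of 21 nt. Matched exactly to the GENCODE release 29 transcripts of GRCh38, it lies in 5 transcripts, which belong to 1 gene, METTL3 (ENSG00000165819). METTL3 spans chromosome 14 from 21498133 to 21511375 on the minus strand, and the target occupies 21501844 to 21501864, in exon 4 of the 11 exons of transcript ENST00000298717.8. In that transcript of 2015 nt, the target starts at position 915 and the coding sequence at position 153, so the target is within the coding sequence and outside both UTRs. The 30 nt before the target in the mRNA are GAGATCCTAGAGCTATTAAATACTACAACA, and the 30 nt after it are GAAAAATTTCGCTCTCGAGGTCGGGCCCAA. The stems of both PGC-1α shRNAs also matched 1 gene each, PPARGC1A (ENSG00000109819), on the minus strand of chromosome 4 from 23755041 to 23904089. The stem GTGCTACCTGAGAGAGACTTT of shRNA 6 covers 23814170 to 23814190, in exon 8 of the 13 exons of transcript ENST00000264867.6. The stem AGGCTGAAGAGGGAAGAATAT of shRNA 7 covers 23812816 to 23812836, in exon 10 of the same transcript. Both lie in the coding sequence, which starts at position 121 of the transcript, and the targets start at positions 1413 and 2050. Matches with mismatches were not searched.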

Competent cells were used to amplify plasmids, and 293 T cells were used to package the virus. Finally, the cells were infected with the virus solution carrying the target plasmid. The medium was changed after 36–48 h, and the cells were screened with puromycin (the final concentration was 1 μg/mL) at 72 h.

### 2.11 RNA‐Seq Data Analysis

We established stable K562 shCTR‐ and K562 shMETTL3‐ transfected cell lines, which were submitted to Grain Source Technology Co. Ltd. in Beijing for transcriptome sequencing. The overall process can be summarized as follows: (1) Total RNA Sample Detection: Using agarose gel electrophoresis to analyze RNA degradation and contamination; checking RNA purity with Nanodrop; accurately quantifying RNA concentration with Qubit; assessing RNA integrity with Agilent 2100. (2) Library Construction: Enriching mRNA using magnetic beads with Oligo(dT), then fragmenting the mRNA with fragmentation buffer. Using random primers to synthesize single‐stranded cDNA, adding buffer, dNTPs, and DNA polymerase I to synthesize double‐stranded cDNA, followed by purification with AMPure XP beads. The purified cDNA undergoes end repair, A‐tailing, and adapter ligation, then size selection with AMPure XP beads, and finally PCR enrichment to obtain the cDNA library. (3) Library Quality Check: performing preliminary quantification using Qubit 2.0, diluting the library to 1 ng/μL, checking insert fragment length with Agilent 2100, and after confirming expectations, accurately quantifying effective concentration using Q‐PCR (effective concentration > 2 nM). (4) Sequencing: After passing the library quality check, pooling different libraries according to effective concentration and target data volume requirements, then proceeding with Hiseq sequencing. The RNA‐seq data had been uploaded to GEO with accession number GSE282987. Subsequently, we utilized GSEA‐seq data analysis software for RNA analysis.

### 2.12 Data Analysis

Statistical analysis and graphing were performed using SPSS 25.0 and GraphPad Prism 8.0, and the data are presented as either the mean ± standard error or mean ± standard deviation. A *t*‐test was used for comparison of quantitative data, a chi‐square test was used for comparison of qualitative data, and Fisher's exact test was used when the expected frequency was less than 5. Univariate and multivariate Cox regression analyses were used to evaluate the effects of various factors on survival. Survival curves were plotted using the Kaplan–Meier method and compared using the log‐rank test. Additionally, FDR (False Discovery Rate) was utilized for multiple comparisons. A *p* value less than 0.05 was considered to indicate statistical significance. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

## 3 Results

### 3.1 m^6^A‐Modifying Enzymes are Highly Expressed in AML Patients

We first detected the protein expression levels of METTL3, METTL14, WTAP, FTO, and ALKBH5 in 112 primary AML samples and found that the percentage of positive cells positive for these 5 enzymes was 80.4% (90/112), 65.5% (73/112), 83% (93/112), 80.4% (90/112), and 58% (65/112), respectively, while no expression was detected in the NCs (*n* = 16). The difference was statistically significant (Figure 1A). A representative WB image depicting the expression of these enzymes in NCs and AML across different FAB classifications is shown in Figure 1B.

**FIGURE 1:**
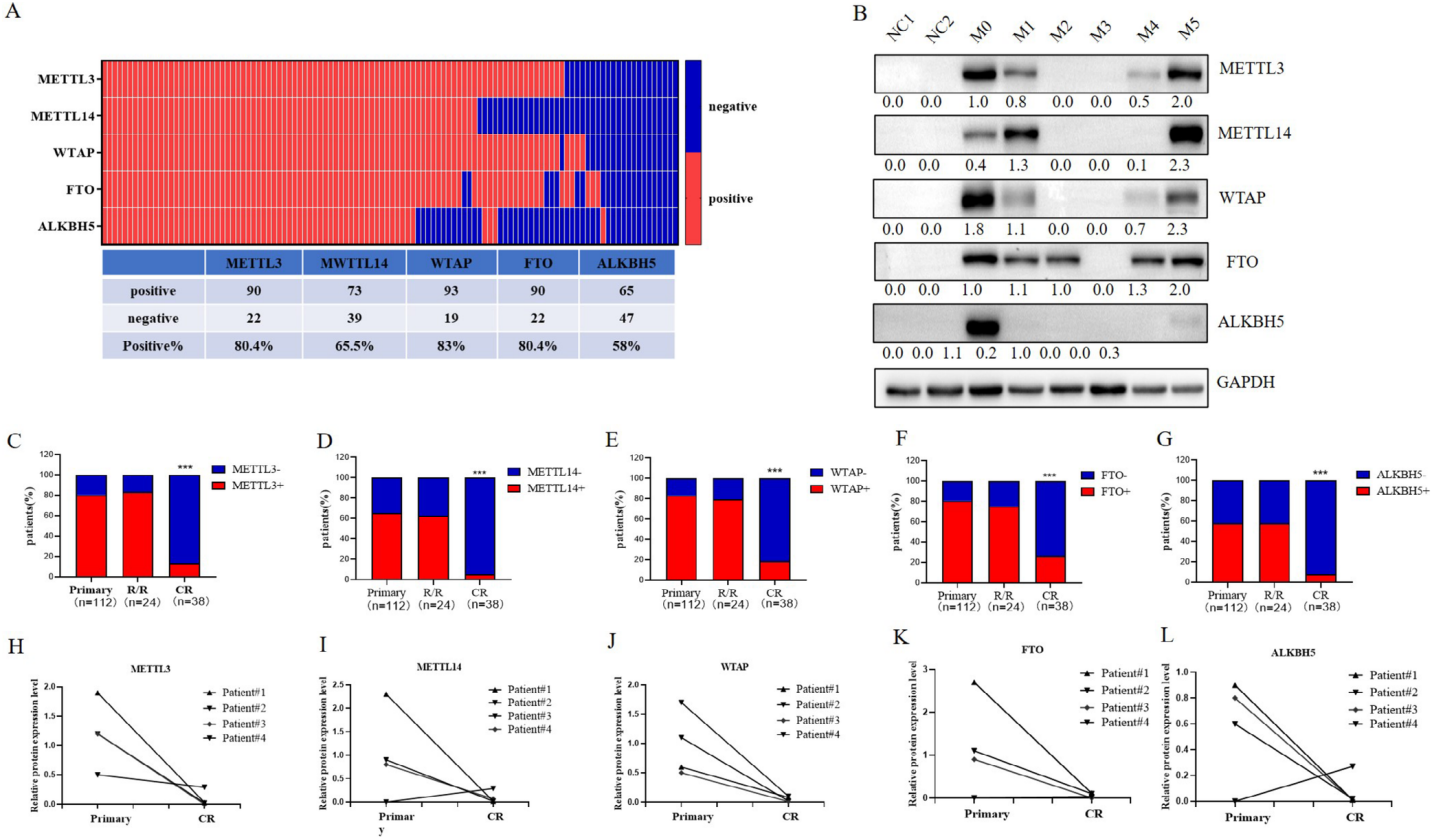
Depiction of the Expression of m^6^A RNA Modifying Enzymes in Acute Myeloid Leukemia (AML). (A) The positive rate of protein expression for m^6^A RNA modification enzymes in primary AML patients (*n* = 112); (B) A representative Western blot (WB) image demonstrating the expression of m^6^A RNA modification enzymes in normal control (NCs) and AML patients of different FAB classifications; (C–G) The expression levels of METTL3, METTL14, WTAP, FTO, and ALKBH5 at various stages of AML (*n* = 174); (H–L) The expression levels of METTL3, METTL14, WTAP, FTO, and ALKBH5 in patients at initial diagnosis and during complete remission (CR) (*n* = 4).

To investigate the expression levels of these 5 enzymes at different stages of AML treatment, we analyzed the overall percentage of 112 samples from newly diagnosed AML patients, 24 samples from patients with R/R‐AML, and 38 samples from patients in complete remission (CR‐AML). We found that the percentage of METTL3‐, METTL14‐, WTAP‐, FTO‐, and ALKBH5‐positive primary AML cells was not significantly different from those in R/R‐AML (*p* > 0.05), with positive rates of 83.3% (20/24), 62.5% (15/24), 79.2% (19/24), 75% (18/24), and 58.3% (14/24), respectively. However, when comparing primary AML with CR‐AML, which had positive rates of 13.2% (5/38), 5.3% (2/38), 18.4% (7/38), 26.3% (10/38), and 7.9% (3/38), the percentage of m^6^A‐modifying enzymes was significantly greater (*p* < 0.0001) in the former (Figure 1C–G). The representative WB image of Figure 1C–G was shown in Figure S2A.

We also monitored the enzyme expression levels in BM samples from 4 patients. Compared with those in the primary AML samples, the expression levels of METTL3, WTAP, and FTO in the CR‐AML samples were significantly lower (Figure 1H–L). The representative WB image of Figure 1H–L was shown in Figure S2B.

### 3.2 METTL3 and WTAP Indicate Poor Prognosis, With METTL3 as an Independent Prognostic Factor

After excluding AML‐M3 patients and untreated patients, we analyzed the overall survival (OS) and event‐free survival (EFS) of 81 patients from our hospital. First, patients who were positive for METTL3, METTL14, WTAP, FTO, and ALKBH5 were defined as Group All+, patients who were negative for all of them were defined as Group All−, and the remaining patients were defined as Others. Survival analysis revealed no significant differences in OS or EFS among the three groups (Figure S3). Subsequently, the prognostic significance of the expression of the 5 modified enzymes in patients with primary AML was analyzed (Figure 2A,B). The results showed that the OS of the METTL3‐positive group was shorter than that of the METTL3‐negative group (median OS 13.8 months vs. not reached, *p* = 0.0344), and EFS was not different (*p* = 0.8206). The OS in the WTAP‐positive group was shorter than that in the WTAP‐negative group (median OS 15 months vs. not reached, *p* = 0.0394), and EFS was not different (*p* = 0.7789). There were no significant differences in OS or EFS between the METTL14‐, FTO‐, or ALKBH5‐positive group and the METTL14‐, FTO‐, and ALKBH5‐negative group. This analysis was also performed using data from the TCGA dataset, with results presented in Figure S4. We used the median as the cutoff to categorize expression levels into high and low. The results indicated that the median OS of the METTL3‐, WTAP‐positive group was longer than that of the METTL3‐, WTAP‐negative group, although this difference was not statistically significant (*p* = 0.23 and *p* = 0.20, respectively).

**FIGURE 2:**
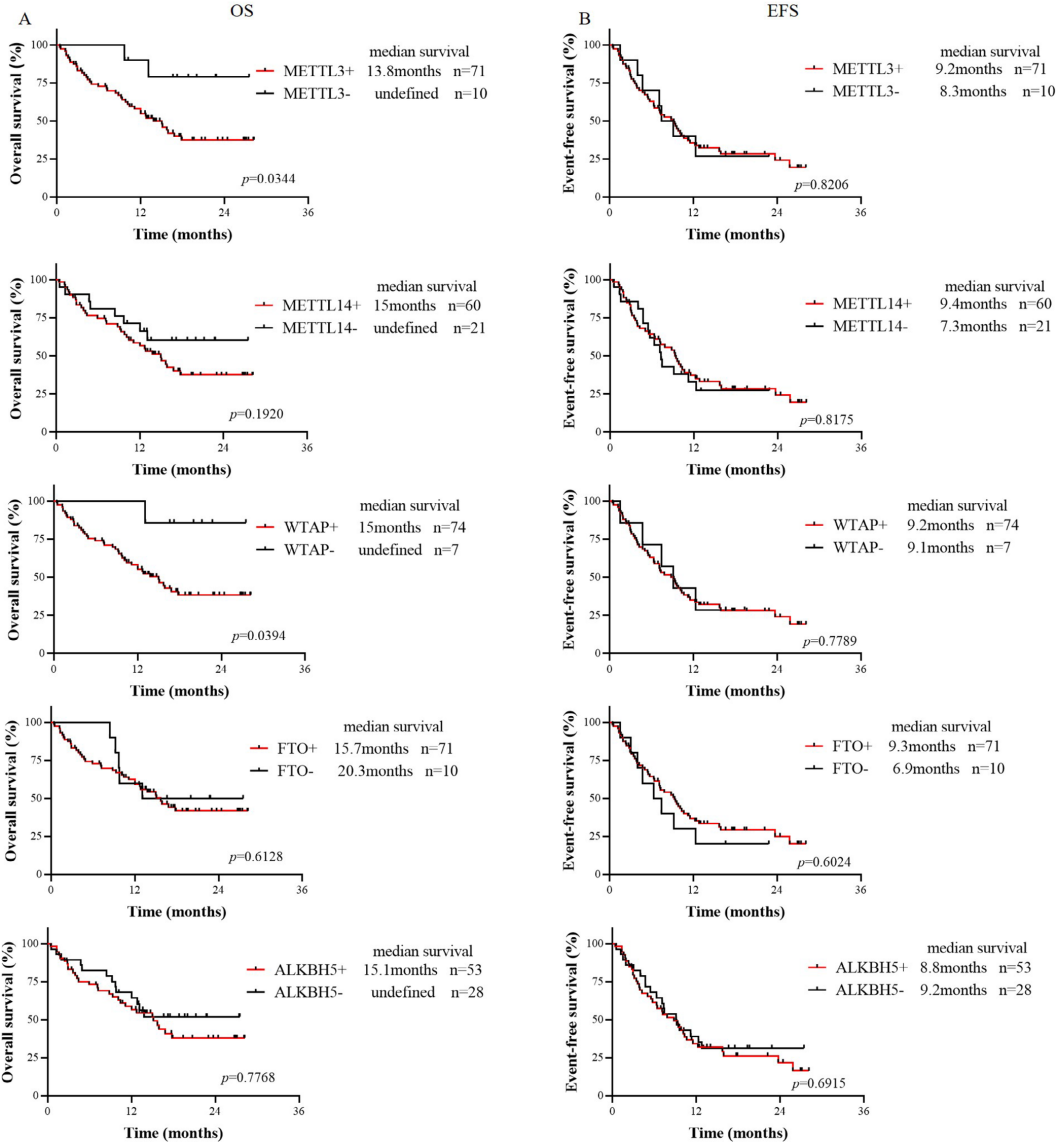
Survival Analysis of m^6^A RNA Modifying Enzymes in AML. (A) Overall Survival (OS) of patients testing positive or negative for METTL3, METTL14, WTAP, FTO, and ALKBH5 (*n* = 81); (B) Event‐Free Survival (EFS) of patients testing positive or negative for METTL3, METTL14, WTAP, FTO, and ALKBH5 (*n* = 81).

To determine whether these genes are independent adverse prognostic factors for AML, multivariate Cox regression analysis was performed in AML patients who were tested for AML fusion genes and 15 or more myeloid prognostic mutations (Table 1). Positive METTL3 was found to be an independent adverse prognostic factor for AML (HR: 5.635, 95% CI: 1.147–27.694, *p* = 0.033), while positive WTAP expression was not. In this study, age (HR: 2.338, 95% CI: 1.065–5.133, *p* = 0.034), TP53 mutation status (HR: 5.647, 95% CI: 1.085–29.39, *p* = 0.040), and EVI1 fusion gene status (HR: 18.35, 95% CI: 3.293–102.3, *p* = 0.001) were also found to be independent adverse prognostic factors for AML, while the presence of the FLT3‐ITD mutation and a high white blood cell count (WBC ≥ 100 × 109/L) were not.

**TABLE 1:** Univariate and multivariate analysis of OS in AML patients.

Variant	OS		
	HR	95% CI	*p*
Univariate analysis			
METTL3 (positive vs. negative)	4.025	1.723–9.401	0.0376
WTAP (positive vs. negative)	6.054	2.371–15.45	0.0413
Age (≥ 60 vs. < 60 years)	2.337	0.9143–5.974	0.0212
WBC (≥ 100 vs. < 100 × 10^9^/L)	2.353	0.8734–6.337	0.0229
FLT3‐ITD (mutant vs. wild type)	1.372	0.5728–3.288	0.4321
NPM1 (mutant vs. wild type)	0.6052	0.2506–1.461	0.3406
CEBPA (mutant vs. wild type)	0.6477	0.2632–1.594	0.4104
DNMT3A (mutant vs. wild type)	1.368	0.5437–3.441	0.4611
IDH1 (mutant vs. wild type)	2.180	0.5154–9.223	0.1334
IDH2 (mutant vs. wild type)	0.2275	0.0795–0.6504	0.1037
TET2 (mutant vs. wild type)	1.155	0.2512–5.309	0.8427
TP53 (mutant vs. wild type)	11.97	0.1124–1275	< 0.0001
KIT (mutant vs. wild type)	0.5630	0.1826–1.736	0.4236
ASXL1 (mutant vs. wild type)	1.892	0.4875–7.344	0.2228
RUNX1 (mutant vs. wild type)	0.5866	0.1234–2.788	0.5930
NRAS (mutant vs. wild type)	1.746	0.5936–5.138	0.2111
EVI1 (positive vs. negative)	11.03	0.1245–977.2	< 0.0001
CBFβ‐MYH11 (positive vs. negative)	0.8266	0.2746–2.488	0.7525
AML1‐ETO (positive vs. negative)	0.2829	0.0902–0.8872	0.1830
Multivariate analysis			
METTL3 (positive vs. negative)	5.635	1.147–27.694	0.033
WTAP (positive vs. negative)	—	—	0.202
Age (≥ 60 vs. < 60 years)	2.338	1.065–5.133	0.034
WBC (≥ 30 vs. < 30 × 10^9^/L)	—	—	0.112
FLT3‐ITD (mutant vs. wild type)	—	—	0.170
TP53 (mutant vs. wild type)	5.647	1.085–29.39	0.040
EVI1 (positive vs. negative)	18.35	3.293–102.3	0.001

To determine whether hematopoietic stem cell transplantation (HSCT) can improve patient prognosis, we conducted survival analyses of METTL3‐positive and WTAP‐positive AML patients who underwent HSCT and those who did not. The results revealed that for METTL3‐positive patients, the median OS was not reached in those who underwent HSCT, whereas it was 12 months in those who did not undergo HSCT (*p* = 0.0137). The EFS was 15.7 months and 7.2 months, respectively (*p* = 0.0137) (Figure 3A,B). For WTAP‐positive patients, the median OS was not reached in those who underwent HSCT, while it was 12 months in those who did not undergo HSCT (*p* = 0.0081). The median EFS was not reached vs. 7.1 months (*p* = 0.0107) (Figure 3C,D). The results indicated that the OS and EFS of patients who received HSCT were significantly longer than those of patients who did not receive HSCT.

**FIGURE 3:**
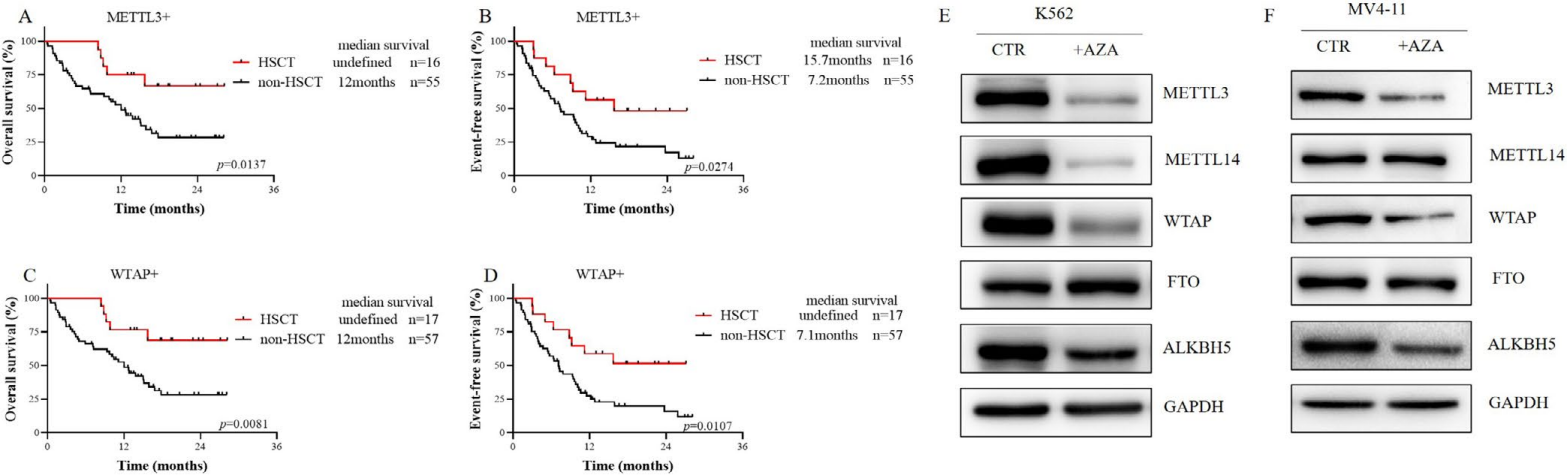
Prognostic Significance of m^6^A RNA Modifying Enzymes in AML. (A, B) Comparison of Overall Survival (OS) and Event‐Free Survival (EFS) in METTL3 positive patients who underwent Hematopoietic Stem Cell Transplantation (HSCT) and those who did not (*n* = 71); (C, D) Comparison of OS and EFS in WTAP positive patients who underwent Hematopoietic HSCT and those who did not (*n* = 74); (E, F) Effect of azacytidine on the expression of m^6^A RNA modifying enzymes in AML cells. K562 was treated with 8 μM AZA for24h, MV4‐11was treated with 5 μM 24 h.

Since METTL3 is an independent adverse prognostic factor, we next compared the clinical characteristics of METTL3‐positive and METTL3‐negative primary AML patients and found that METTL3‐positive AML patients were more likely to harbor DNMT3A mutations (*p* = 0.036) (Table S4). METTL3 has a high structural similarity to DNA methyltransferase, and azacytidine is a DNA demethylation drug that has been approved for the treatment of hematologic malignancies. Our study demonstrated that azacytidine had a lower IC_50_ in control cells than in METTL3 knockdown cells (Figure S5), and azacytidine effectively reduced METTL3 protein levels in K562 cells (Figure 3E,F). High METTL3 expression increased the sensitivity of AML cells to azacytidine.

### 3.3 METTL3 Modulates PGC‐1α Expression to Regulate the MAPK Pathway and Antioxidant System

Using a lentivirus system, we successfully established K562 and MV4‐11 cell lines with METTL3 knockdown. 

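In the RNA-seq libraries of K562 cells, METTL3 (ENSG00000165819) had 1788 and 1728 reads in the shCTR libraries and 1031 and 938 reads in the shMETTL3 libraries. With counts scaled to library size by edgeR's TMM method and given as CPM, its level was 90.5 ± 0.157 (SD, n = 2) in shCTR cells and 49.7 ± 4.06 (SD, n = 2) in shMETTL3 cells. The log2 fold change was -0.87 (standard error 0.0783, adjusted p = 3.44e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which corresponds to 0.549 of the shCTR level. The value was lower in 2 of 2 shMETTL3 libraries than in both shCTR libraries. With each library left out in turn, the log2 fold change lay between -0.95 and -0.78. Of the other settings, the one that moved it most, a correction for GC content and gene length chosen after seeing the data, gave -0.79. In cells with METTL14 knockdown, METTL3 was at 82.4 ± 8.27 CPM (SD, n = 2), and its log2 fold change of -0.14 from shCTR was not past the threshold (standard error 0.0756, adjusted p = 0.323 from the same edgeR test). METTL3 knockdown in MV4-11 cells was not analysed here.

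**Figure D1:**
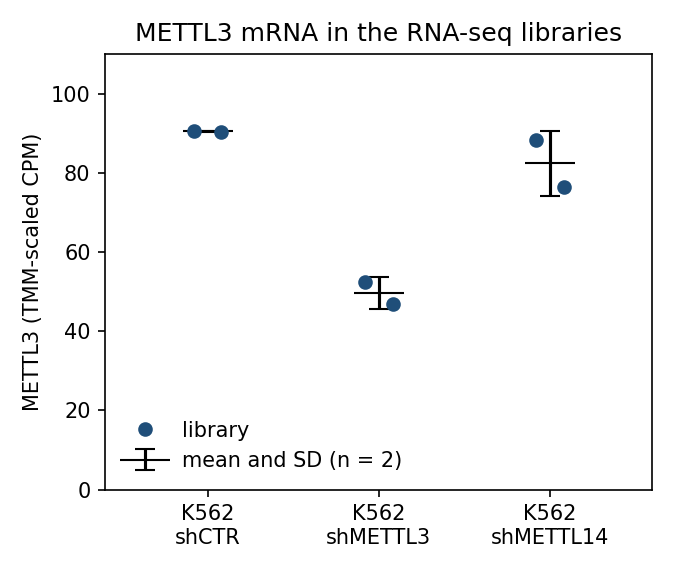
METTL3 mRNA per library of K562 shCTR, shMETTL3 and shMETTL14 cells, as TMM-scaled CPM on the vertical axis. Points are libraries, and bars give the mean and SD of 2 libraries; the shMETTL3 mean is 49.7 and the shCTR mean is 90.5.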

Subsequently, we performed KEGG enrichment analysis by GSEA on the RNA‐seq data from K562 shCTR and K562 shMETTL3 cells to identify differentially expressed gene sets (|NES| > 1, NOM *p* value < 0.05, FDR *q* value < 0.25). 

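K562 is an established human line from chronic myeloid leukemia in blast crisis. RNA was sequenced from K562 cells transduced with lentivirus carrying a nonsense sequence (shCTR) or an shRNA against METTL3 (shMETTL3), with 2 libraries per group. The same table of counts holds 2 further libraries of K562 cells with knockdown of METTL14 (shMETTL14), the partner of METTL3 in the m6A methyltransferase complex. These are not described in the paper's text and entered the model as a group of their own. As the paper's methods describe, mRNA was enriched with oligo(dT) beads, fragmented, reverse transcribed with random primers, amplified by PCR and sequenced on the HiSeq platform. The authors deposited whole-number read counts for 61661 genes without normalization. The aligner, the counting tool, the genome build and the annotation are not named in the paper's text, nor is the number of RNA-seq replicates. The total count was 20115304 and 19529461 in the shCTR libraries, 19292574 and 19644869 in the shMETTL3 libraries, and 19645555 and 19645680 in the shMETTL14 libraries.
The replicates of a group differed by more than the sampling noise, with a mean chi-square per gene of 5.03 in shCTR, 2.90 in shMETTL3 and 2.45 in shMETTL14 cells, where sampling noise alone gives 1. Table S3 lists 1 METTL3 shRNA. Neither the paper's text nor the labels say whether the libraries of a group came from separate transductions. The tests below measure the spread between these libraries, so differences between the cell lines other than the knockdown stay open. From the deposited counts, edgeR's TMM normalization and quasi-likelihood test were run on the 17686 genes that passed filterByExpr, in one fit over all 6 libraries, with Benjamini-Hochberg adjustment. TMM takes most genes as unchanged, so each fold change is relative to the other genes of a library and a change in total mRNA per cell is not seen. The paper's text names no molecular identifiers, so PCR copies were not told apart and intervals and floors cover counting error only.
In shMETTL3 cells, 2912 of the 17686 genes had an adjusted p under 0.05, 1544 higher and 1368 lower than in shCTR cells, and 481 of them, 414 higher and 67 lower, also had an absolute log2 fold change of at least 1. Apart from that criterion and the corrections for GC content and gene length, DESeq2 moved this count most, with 1885 genes called (875 higher and 1010 lower), 1874 of them also called by edgeR. With library size alone in place of TMM, 3016 genes were called, 2161 higher and 855 lower, so the balance of directions changes with the criterion, the test and the normalization. With 2 libraries per group, leaving 1 out leaves a group without replicates, whose spread would then come from the other groups alone. By choice, no count of calls was made that way.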

The results suggested that genes in the MAPK signaling pathway gene set were upregulated in K562 cells with METTL3 knockdown (NES| = 1.5, NOM *p* value = 0.0, FDR *q* value = 0.091) (Figure 4A). 

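For this comparison, the 34543 genes with a count in the 4 shCTR and shMETTL3 libraries were ranked by the signal-to-noise ratio of their TMM-scaled CPM, shMETTL3 minus shCTR, with the SD set to at least 0.2 of the mean as in GSEA. The KEGG gene set was not used here. In its place stood a list of 269 MAPK signaling genes written from general knowledge before the data were examined, whose membership was not checked against KEGG; 248 of them were among the ranked genes. The enrichment score was 0.426 toward shMETTL3. Against 10000 random gene lists of the same size, the normalized enrichment score (NES) was 1.57, with a gene permutation p of 4.52e-04, one-sided, where the smallest p these draws can give is 1.13e-04. Drawing genes takes no account of genes that vary together, and the labels of 2 libraries against 2 cannot be permuted to a p under 0.05.
The alternative that moved the NES most was the narrower list of RAS and RAF genes, the kinase tiers and their main transcription factors, with 59 ranked genes, an NES of 0.70 and a gene permutation p of 0.931. Against random lists matched on mean expression, the NES was 1.90 (gene permutation p = 1.51e-04). After each library's trend on GC content and gene length was removed, a correction chosen after seeing the data, it was 1.21 and no longer past the threshold (gene permutation p = 0.0953). With genes ranked by log2 fold change instead, the NES was 1.78 with all libraries and between 1.42 and 1.71 with each library left out in turn.
The median log2 fold change of the 194 list genes that passed the filter was 0.04, and 57.2% of them were higher in shMETTL3 cells. In limma's camera, which allows for correlation between genes (preset at 0.01), the list was not past the threshold, with an adjusted p of 0.134 over the 16 tests of 8 lists in both knockdowns. It was past the threshold in limma's fry (adjusted p = 0.0163). Unlike camera, fry asks whether the genes of the list changed, not whether they changed more than other genes. In camera with the correlation estimated from the data, the list was not past the threshold (adjusted p = 0.224). In METTL14 knockdown cells, the same list had an NES of 0.97 (gene permutation p = 0.532). From the enrichment in shMETTL3 cells, the paper proposes that genes of the MAPK signaling pathway were upregulated by METTL3 knockdown, and, citing reports that ROS can activate this pathway, it turns to genes of mitochondrial biosynthesis and oxidative phosphorylation.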

The MAPK signaling pathway modulates cell proliferation, differentiation, and apoptosis [26]. Previous studies have reported that reactive oxygen species (ROS) can activate the MAPK pathway [27].

**FIGURE 4:**
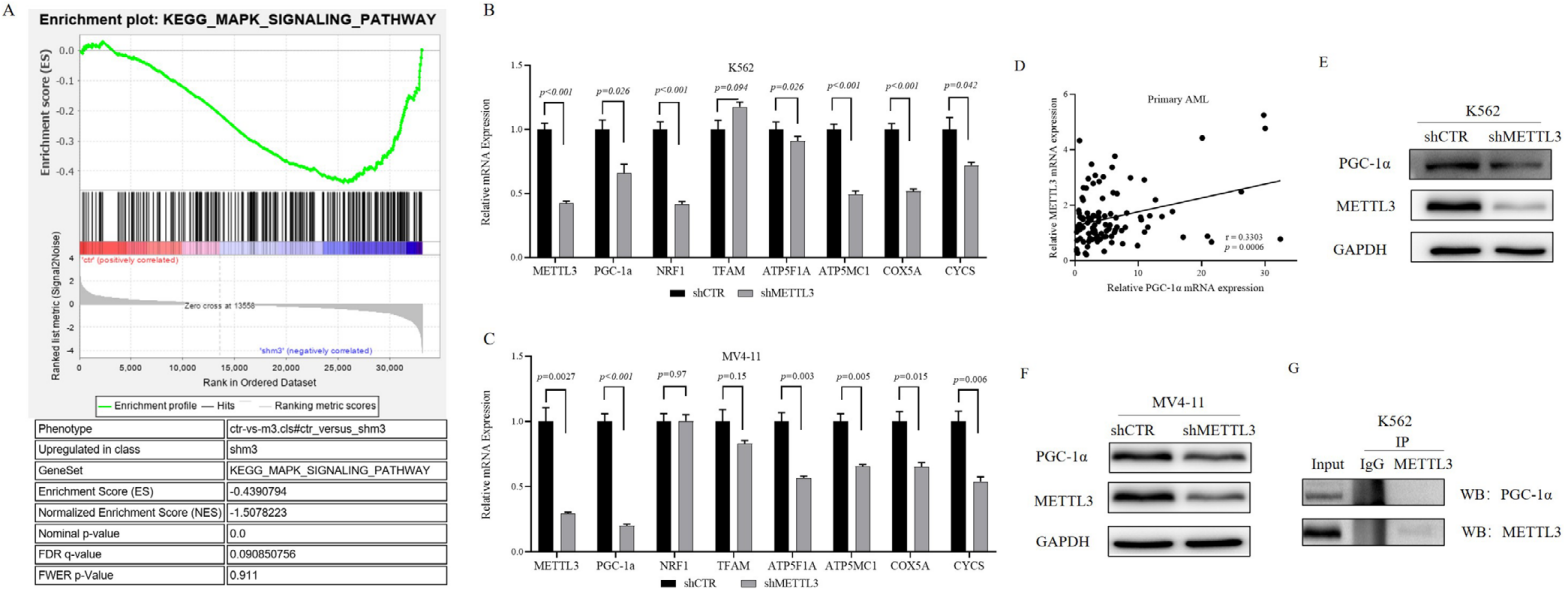
Influence of METTL3 on the Expression of the MAP Pathway and PGC‐1α. (A) GSEA analysis demonstrating the differential expression of the MAPK signaling pathway gene set in METTL3 knockdown K562 cells compared to the control group; (B, C) The impact of METTL3 knockdown on the expression of genes associated with mitochondrial biosynthesis and oxidative phosphorylation (*n* = 3); (D) Correlation analysis between METTL3 and PGC‐1α expression in primary AML cells (*n* = 105); (E, F) The effect of METTL3 knockdown on the expression level of the PGC‐1α protein; (G) Investigation of the potential interaction between the METTL3 protein and the PGC‐1α protein.

In mammals, mitochondria play a crucial role in regulating oxidative stress and apoptosis. To determine whether METTL3 affects genes responsible for mitochondrial oxidative stress, we detected the expression levels of genes involved in mitochondrial biosynthesis and oxidative phosphorylation in cell lines with METLL3 knockdown. As illustrated in Figure 4B,C, METTL3 knockdown significantly reduced the mRNA levels of PGC‐1α, an oxidative phosphorylation‐related gene, in K562 and MV4‐11 cells, and of NRF1 in K562 cells.

Given the irreplaceable and extremely important role of PGC‐1α in modulating mitochondrial biosynthesis and oxidative phosphorylation, our study focused on its interaction with METTL3. We first analyzed the correlation between the mRNA levels of METTL3 and PGC‐1α in 105 patients with primary AML and found a positive correlation between their expression levels (*r* = 0.3303, *p* = 0.0006) (Figure 4D). Subsequently, we observed a decrease in the protein level of PGC‐1α in METTL3 knockdown K562 and MV4‐11 cells (Figure 4E,F), while the co‐IP results indicated no direct interaction between the METTL3 and PGC‐1α proteins (Figure 4G). Furthermore, we discovered a significant decrease in the total mRNA m^6^A level in METTL3 knockdown K562 and MV4‐11 cells (Figure 5A,B). This finding prompted us to test the m^6^A level of PGC‐1α mRNA, which was also found to be markedly decreased (Figure 5C). Subsequently, we constructed a PGC‐1α knockdown K562 cell line and found that the expression of METTL3 was not obviously altered at the mRNA or protein level (Figure 5D,E). Therefore, we concluded that METTL3 is the upstream gene of PGC‐1α and modulates the m^6^A level of PGC‐1α mRNA to control its expression.

**FIGURE 5:**
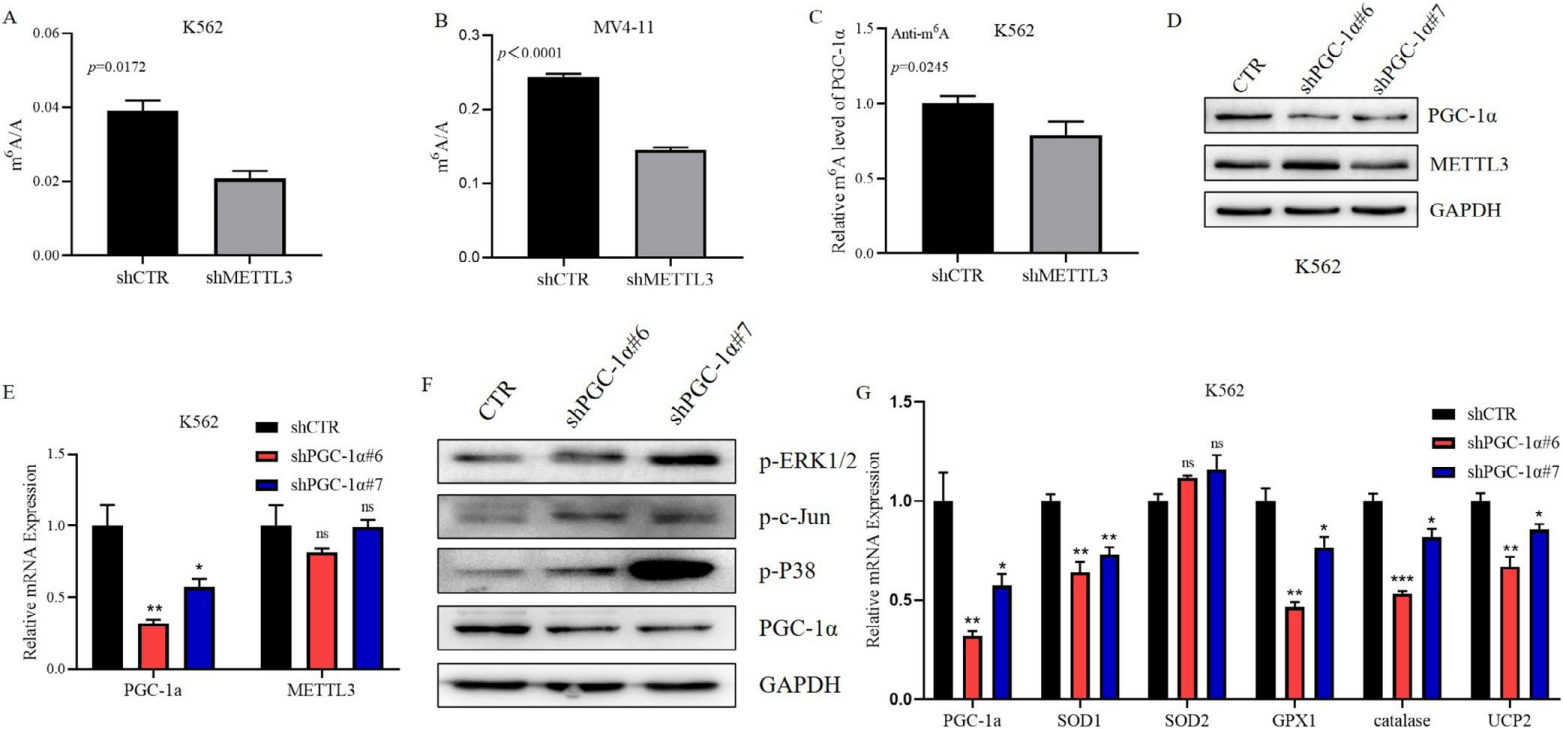
The Role of PGC‐1α in Signal Transduction Pathways. (A, B) The level of total m^6^A in AML cells following METTL3 knockdown (*n* = 3); (C) The m^6^A level of PGC‐1α in K562 following METTL3 knockdown (*n* = 3); (D) The expression level of the METTL3 protein in K562 following PGC‐1α knockdown; (E) The mRNA expression level of METTL3 in AML cells following PGC‐1α knockdown (*n* = 3); (F) The impact of PGC‐1α knockdown on the MAPK signaling pathway; (G) The effect of PGC‐1α knockdown on the mRNA levels of ROS defense system genes (*n* = 3).

To investigate whether PGC‐1α can also influence the MAPK signaling pathway, we examined alterations in key signaling molecules of this pathway in K562 cells after PGC‐1α knockdown. We found that the protein phosphorylation levels of P38, c‐Jun, and ERK1/2 in the MAPK pathway were significantly increased (Figure 5F), which indicates the activation of the MAPK signaling pathway. A literature review revealed that in addition to influencing the activity of the MAPK signaling pathway, PGC‐1α can regulate the oxidative stress state by controlling the gene expression of antioxidant systems, such as ROS detoxification enzymes and mitochondrial uncoupling proteins (UCPs), in solid tumors. To determine whether PGC‐1α can regulate the gene expression of the antioxidant system in AML cells, we detected the mRNA levels of antioxidant enzymes and UCP2 in K562 cells after knockdown of PGC‐1α. The results revealed that the mRNA levels of SOD1, GPX1, catalase, and UCP2 in K562 cells after PGC‐1α knockdown were lower than those in the control group (Figure 5G). This finding suggested a decrease in the protection of K562 cells by the antioxidant system after PGC‐1α knockdown, rendering them vulnerable to ROS.

### 3.4 Impact of PGC‐1α Knockdown on the Survival of AML Cells

Flow cytometry was used to detect the apoptosis rate of cells in the control group and in the group after knockdown of the PGC‐1α gene; the results indicated that cells with PGC‐1α knockdown had a greater apoptosis rate (Figure 6A,B). Analysis of caspase‐3 also revealed that cells with PGC‐1α knockdown expressed more caspase‐3 (Figure 6C), suggesting that knocking down PGC‐1α leads to cell apoptosis.

**FIGURE 6:**
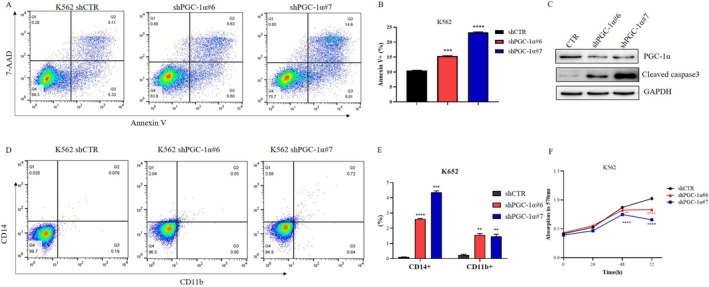
Impact of PGC‐1α Knockdown on the Survival of AML Cells. (A) Apoptosis of K562 shCTR, K562 shPGC‐1α#6, and K562 shPGC‐1α#7 cells; (B) The results from (A) are depicted in a bar chart, with the results representing the mean of 3 replicates ± standard deviation; (C) The expression of caspase‐3 in K562 shCTR, K562 shPGC‐1α#6, and K562 shPGC‐1α#7 cells was assessed using Western blot; (D) The ratio of CD14 and CD11b positive cells in K562 shCTR, K562 shPGC‐1α#6, and K562 shPGC‐1α#7 cells; (E) The results from (D) are illustrated in a bar chart, with the results representing the mean ± standard deviation of 3 replicates; (F) The impact of PGC‐1α knockdown on the proliferation of AML cells. vs. CTR: ‘ns’ indicates *p* > 0.05. vs. CTR: ‘**’ is *p* < 0.01, ‘***’ is *p* < 0.001, ‘****’ is *p* < 0.0001.

We also evaluated the percentage of CD14 + CD11b + cells among both control and PGC‐1α knockdown cells. After knocking down PGC‐1α, the subset of CD14 + CD11b + cells increased (Figure 6D,E). It was suggested that the knockdown of PGC‐1α promoted the differentiation of K562 cells into mononuclear and myeloid cells.

Subsequently, an MTT assay was performed to determine the proliferation of PGC‐1α knockdown cells; the proliferation of these cells was significantly slower than that of control cells (Figure 6F).

Additionally, the cell cycle distribution of control and PGC‐1α knockdown K562 cells was analyzed, and there was no significant difference between them (Figure S6).

### 3.5 PGC‐1α Is Highly Expressed in AML Patients and Is Also an Adverse Factor for Prognosis

After analyzing the TCGA dataset (*p* < 0.01) (https://www.cbioportal.org), which included 173 adult AML patients and 70 NCs (Figure 7A), and the GSE13159 dataset (*p* = 0.0011) [22], which contained 542 adult AML patients and 73 NCs (Figure 7B), AML patients had higher PGC‐1α expression than NCs. We also examined the mRNA level of PGC‐1α in 108 primary AML samples from our hospital, and these samples also exhibited increased PGC‐1α expression (Figure 7C). The cut‐off used here for high or low expression of PGC‐1α was the median. Additionally, we detected PGC‐1α protein expression in 2 NCs and 5 patients diagnosed with 5 different FAB subtypes. The results revealed that PGC‐1α was barely expressed in the NCs and that 5 AMLs were expressed (Figure 7D). We also detected METTL3 and PGC‐1α expression in LSCs based on the GSE76009 dataset (Figure S7). The mRNA levels of PGC‐1α in 4 patients at primary and CR showed that PGC‐1α expression decreased when patients achieved CR (Figure 7E).

**FIGURE 7:**
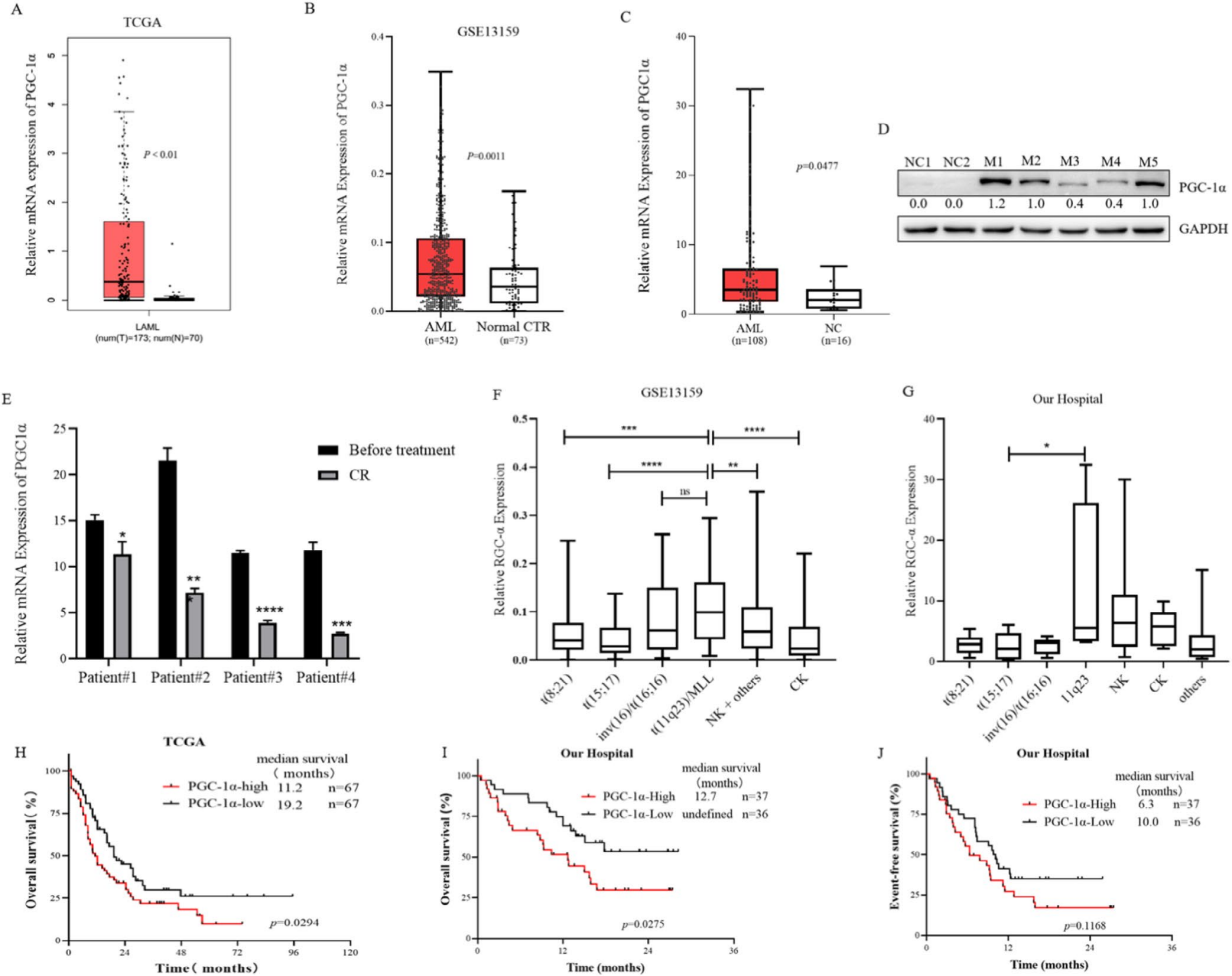
Clinical Significance of PGC‐1α. (A) Expression of PGC‐1α in the TCGA dataset for NCs (*n* = 70) and AML patients (*n* = 173); (B) Expression of PGC‐1α in the GSE13159 dataset for NCs (*n* = 73) and AML patients (*n* = 542); (C) Expression of PGC‐1α in NCs (*n* = 16) and newly diagnosed AML patients from West China Hospital (*n* = 108); (D) Representative Western Blot analysis showing PGC‐1α protein expression; (E) Expression of PGC‐1α in 4 patients at the initial diagnosis and at complete remission (CR), the results representing the mean ± standard deviation of 3 replicates; (F) Correlation between PGC‐1α expression and karyotype in the GSE13159 dataset (*n* = 40 for t(8;21); *n* = 37 for t(15;17), *n* = 28 for inv(16)/t(16;16); *n* = 38 for t(11q23)/MLL; *n* = 352 for NK + others; *n* = 47 for CK); (G) Correlation between PGC‐1α expression and chromosomal karyotype in AML patients from West China Hospital (*n* = 7 for t(8;21); *n* = 14 for t(15;17), *n* = 8 for inv(16)/t(16;16); *n* = 4 for t(11q23); *n* = 37 for NK; *n* = 5 for CK, *n* = 11 for others); (H) Overall survival (OS) in AML patients with high and low PGC‐1α expression in the TCGA database (*n* = 134); (I, J) OS and event‐free survival (EFS) in newly treated AML patients in the high and low PGC‐1α expression groups from West China Hospital (*n* = 76).

To determine the PGC‐1α expression landscape in patients with different chromosome karyotypes, we analyzed the GSE13159 dataset. PGC‐1α expression was greater in patients with 11q23, but lower in patients with t(8;21) and t(15;17), which suggests a favorable prognosis (Figure 7F). The analysis of data from West China Hospital also indicated that the expression of PGC‐1α was greater in AML patients with the 11q23 karyotype, normal karyotype, and complex karyotype, and relatively low in those with the t(15;17) karyotype (Figure 7G).

Finally, we analyzed the survival of 134 patients with AML (non‐M3 type) in the TCGA cohort. The OS of patients with AML in the group with high PGC‐1α expression was shorter than that in the group with low PGC‐1α expression (median OS 11.2 months vs. 19.2 months, *p* = 0.0294) (Figure 7H). Survival analysis of 73 patients with AML (non‐M3 type) at West China Hospital also revealed that the median OS of patients with AML with high PGC‐1α expression was shorter than that of patients with low PGC‐1α expression (median OS 12.7 months vs. not reached, *p* = 0.0275) (Figure 7I), and there was no significant difference in EFS (median EFS 6.3 months vs. 10.0 months, *p* = 0.1168) (Figure 7J). These results suggest that the high expression of PGC‐1α in AML indicates a poor prognosis.

## 4 Discussion

Our study is organized into three parts:

In the first section, we investigated the expression levels of m^6^A RNA‐modifying enzymes in AML and their prognostic value. It is generally believed that m^6^A RNA methyltransferases and demethylases play opposite roles in tumor development, so their expression levels should also be opposite. However, the methyltransferase complex (METTL3‐METTL14‐WTAP) and demethylases (FTO and ALKBH5) can both promote the proliferation of AML cells and maintain the undifferentiated state of AML cells [22, 23, 28, 29]. This is not an isolated case; DNA methyltransferase DNMT3A and demethylase TET2 are both tumor suppressor genes in myeloid tumors, and their mutations are closely related to the occurrence of myeloid tumors [30, 31]. They collaborate to inhibit lineage differentiation of HSCs [32]. In this study, the analysis of AML patient samples revealed that m^6^A RNA methyltransferases (METTL3, METTL4 and WTAP) and demethylases (FTO and ALKBH5) had significantly greater positive ratios in AML patients than in NCs (Figure 1A,B). Therefore, we speculated that the synergistic effect of m^6^A methyltransferase and demethylase promotes the occurrence and development of AML and maintains the level of m^6^A in AML cells within the range conducive to cell survival.

We observed no significant difference in the percentage of cells positive for the methyltransferases METTL3 and METTL14 or WTAP, or the demethylases FTO and ALKBH5 between primary AML samples and R/R‐AML samples, but this percentage was significantly greater than that in CR‐AML samples (Figure 1C–G), suggesting that m^6^A RNA modification enzymes may have prognostic value. Currently, there are limited reports on the relationship between m^6^A modifying enzymes and AML survival, and only a few studies have reported the poor prognosis of high expression of WTAP [25] and ALKBH5 [29, 33]. Analysis of data from the TCGA database revealed that METTL3, METTL14, and FTO were highly expressed in AML but had no prognostic significance (Figure S4) [29]. However, in the dataset obtained from our hospital, METTL3 and WTAP were poor prognostic factors for AML (Figure 2A,B), and multivariate Cox regression analysis showed that METTL3 was an independent prognostic factor (HR: 5.635, 95% CI: 1.147–27.694; *p* = 0.033) (Table 1). Additionally, we observed that HSCT prolonged the survival of METTL3‐positive AML patients (median OS not reached vs. 12 months, *p* = 0.0137; median EFS 15.7 vs7.2 months, *p* = 0.0137) (Figure 3A). FLT3‐ITD mutation was not an independent poor prognostic factor in the AML population in this study. It is speculated that most patients with FLT3‐ITD mutations are treated with drugs such as sorafenib, which prolongs the survival time. Regarding the effect of a high white blood cell count on prognosis, it may be that some patients were treated with leukocyte‐reducing drugs (such as hydroxyurea) before admission, and we did not ascertain their initial white blood cell count. As a result, they were not independent poor prognostic factors in our study.

Our study further revealed that METTL3‐positive AML patients had increased WBC counts at initial diagnosis and often had DNMT3A mutations (Table S4), suggesting that there are some correlations between m^6^A and DNA methylation. Furthermore, studies have shown that METTL3 and DNA methyltransferase are highly similar [34]; thus, we speculated that DNA demethylating drugs may be effective for METTL3‐positive AML patients, and trials have been performed to confirm this finding. The observation that the METTL3 expression level in LSCs was greater than that in non‐LSCs (Figure S7) also indicates that METTL3 inhibitors are a very promising targeted drug. To date, a small molecule inhibitor targeting METTL3 has been documented to exhibit remarkable anti‐tumor efficacy, particularly in AML [35, 36, 37, 38, 39, 40]. Nonetheless, the current approach to treating AML continues to rely on conventional chemotherapy. Although standard treatment protocols can yield complete remission in 60% of patients under 60 years old and 40%–60% of elderly patients, the recurrence rates remain elevated, and post‐recurrence survival durations remain limited. Therefore, exploring the mechanism by which METTL3 regulates AML and possible targets for treatment is highly important.

In the second section, we explored how METTL3 functions in AML. 

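Of the 194 genes of the MAPK signaling list that passed the filter on low counts, 39 were higher and 16 were lower in K562 shMETTL3 cells than in shCTR cells, with an adjusted p under 0.05 over all genes tested by edgeR. Adjusted over the list alone, 48 were higher and 23 lower. The list was written from general knowledge and not checked against KEGG. Of the 55 tested genes of its core (RAS, RAF, the kinase tiers and their transcription factors), 9 were higher and 3 lower.
Among list genes with at least 10 counts in every library and no overlap between the groups, 4 of the 5 with the largest rise were MAPK8IP2, RASGRP3, PDGFB and PTPRR, with log2 fold changes of 1.68, 1.33, 0.95 and 0.90. PDGFB, the best covered of these, rose from 32.2 ± 3.23 to 62.1 ± 9.77 CPM (SD, n = 2 each), with a standard error of 0.0971 on the log2 scale and an adjusted p of 1.85e-06 from edgeR's quasi-likelihood test. MAPK8IP2 had between 14 and 63 reads per library, and its standard error was 0.298 (adjusted p = 6.57e-04). Among the 5 with the largest fall were GADD45B, NLK, MAP3K1 and MAP4K3, with log2 fold changes of -0.70, -0.44, -0.43 and -0.41. NLK, the best covered of these, went from 129 ± 6.72 to 94.8 ± 2.18 CPM (SD, n = 2 each; adjusted p = 1.54e-04 from the same edgeR test).
The paper measured protein phosphorylation after PGC-1α knockdown, which these libraries do not cover. Of those proteins, the mRNAs of 3 differed between shMETTL3 and shCTR cells by less than the test could resolve. The log2 fold changes were 0.17 for MAPK3 (ERK1, adjusted p = 0.0970), -0.02 for MAPK14 (P38, adjusted p = 0.905) and -0.02 for JUN (c-Jun, adjusted p = 0.945), with standard errors from 0.0621 to 0.109 in edgeR's fit.

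**Figure D2:**
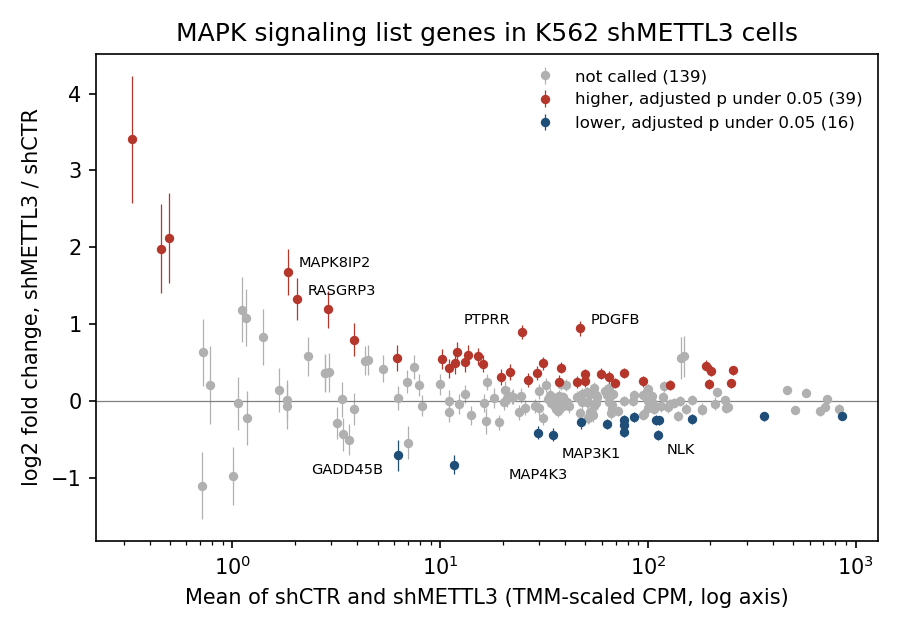
Each of the 194 tested MAPK list genes, with its mean TMM-scaled CPM in shCTR and shMETTL3 cells on a log axis and its log2 fold change, shMETTL3 over shCTR, with the standard error. Colours mark the 39 genes called higher, the 16 called lower and the 139 not called; labels name 4 of the 5 largest rises and 4 of the 5 largest falls among genes with at least 10 counts in every library and no overlap between the groups, so other called genes are unlabelled.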

KEGG enrichment analysis of K562 shCTR and K562 shMETTL3 cells via GSEA of RNA‐seq data revealed differential expression of MAPK signaling pathway molecules between the two groups (Figure 4A). The MAPK signaling pathway connects extracellular signals with cell proliferation, differentiation, migration, and apoptosis. There are four main MAPKs in mammals: ERK1/2, JNK, P38, and ERK5, which are activated by specific MAPKKs. The activation of ERK1/2, JNK, and P38 is related to stress and participates in the regulation of cell proliferation, differentiation, and apoptosis [26]. When mitochondria produce ATP, they also produce ROS, and the ROS level in tumor cells is maintained at an appropriate level that is higher than that in normal cells but conducive to their survival. Excessively high levels of ROS can activate the MAPK signaling pathway and lead to oxidative stress and apoptosis in tumor cells [27, 41]. We discovered that METTL3 can regulate the expression of PGC‐1α (Figure 4B–G, Figure 5A–E), a gene related to mitochondrial biosynthesis and oxidative phosphorylation. It has been documented that METTL3 can collaborate with YTHDF2 to modify PGC‐1α mRNA, leading to mRNA degradation and subsequently amplifying the inflammatory response [42]. In our investigation, we similarly observed that METTL3 acts as the upstream regulator of PGC‐1α; however, intriguingly, in the context of AML, the expression levels of PGC‐1α are elevated. We found that the knockdown of PGC‐1α can also activate the MAPK signaling pathway (Figure 5F). PGC‐1α regulates cell proliferation and apoptosis by regulating the levels of antioxidant enzymes in a variety of tumors [43, 44, 45, 46]. We discovered that the mRNA levels of the ROS detoxifying enzymes SOD1, SOD2, GPX1, catalase, and UCP2 decreased in the cells with knockdown of PGC‐1α (Figure 5G). It was hypothesized that the expression of PGC‐1α decreased after METTL3 knockdown, which further decreased the expression of genes involved in the antioxidant system, thus activating the MAPK signaling pathway. We demonstrated that METTL3 influences its expression by regulating the level of PGC‐1α mRNA m^6^A, regulating the expression of genes involved in the ROS detoxification system, and negatively regulating the MAPK signaling pathway. Therefore, we propose that the METTL3/PGC‐1α/MAPK axis plays an important role in AML.

Finally, we examined the clinical significance of PGC‐1α. PGC‐1α was first reported in 1998 as a transcriptional costimulatory factor in brain brown adipose tissue and a nuclear protein of 91 kDa [47]. A significant function of PGC‐1α is to regulate mitochondrial biosynthesis and oxidative phosphorylation, which play an irreplaceable role in regulating mitochondrial biosynthesis [48]. PGC‐1α can also regulate the metabolism of tumor cells [49] and has prognostic significance in many kinds of tumors [50, 51, 52, 53, 54]. The deletion of PGC‐1α can lead to an increase in ROS levels and apoptosis in multiple myeloma after chemotherapy [55]. PGC‐1α also shapes the tumor microenvironment by regulating angiogenesis, such as by promoting angiogenesis in multiple myeloma and breast cancer [56, 57], but the underlying mechanism is still unclear. Some studies have shown that the expression of PGC‐1α in bone marrow mesenchymal cells can promote the development of AML, and high expression of PGC‐1α can reduce the ROS level in AML cells [58]. However, the mechanism of PGC‐1α in AML is still unclear.

We investigated the effects of PGC‐1α on AML cells. The findings indicated that after knocking down PGC‐1α, the proliferation of K562 cells decreased, apoptosis increased, and differentiation into monocytes and myeloid lines increased (Figure 6A–F), suggesting that PGC‐1α may act as an oncogene in AML and that these phenotypes are similar to the effects of METTL3 knockdown on AML cells [22, 59]. METTL3 is highly expressed in LSCs, but there is no difference in the expression of PGC‐1α between LSCs and non‐LSCs (Figure S7), which further confirms our conjecture that PGC‐1α is a downstream gene of METTL3.

Subsequently, we analyzed the information of newly diagnosed AML patients in the TCGA dataset, GEO database, and West China Hospital and found that PGC‐1α expression in newly diagnosed adults was significantly greater than that in NCs (*p* < 0.05) (Figure 7A–D) and decreased when AML patients reached CR (Figure 7E). Analysis of the TCGA database and survival data of patients with AML at West China Hospital revealed that the OS of patients with high PGC‐1α expression in AML was shorter than that of patients with low PGC‐1α expression (*p* < 0.05) (Figure 7H–J), suggesting that PGC‐1α is highly expressed in newly diagnosed adult AML and indicates a poor prognosis.

In summary, this study verified that METTL3 and WTAP are factors indicating poor prognosis in patients with AML; METTL3 is an independent prognostic factor, and receiving HSCT can improve the prognosis of patients with positive METTL3 and WTAP expression. METTL3 predominantly influences the survival of AML cells by regulating the MAPK pathway. PGC‐1α is a downstream molecule of METTL3, and METTL3 regulates its expression by regulating the m^6^A level of PGC‐1α mRNA. PGC‐1α can modulate the MAPK pathway and ROS detoxification system to impact the survival of AML cells and act as an oncogene, which is also a poor prognostic factor in patients with AML.

## Author Contributions

**Yuqian Tang:** conceptualization (equal), data curation (equal), formal analysis (equal), methodology (equal), validation (equal), writing – original draft (equal). **Xiaoyan Liu:** conceptualization (equal), data curation (equal), formal analysis (equal), methodology (equal), validation (equal), writing – review and editing (equal). **Wu Ye:** data curation (supporting), formal analysis (supporting), methodology (supporting), validation (equal), writing – review and editing (equal). **Xiaojia Wang:** formal analysis (supporting), methodology (supporting), validation (supporting), writing – review and editing (supporting). **Xiaoyu Wei:** data curation (supporting), formal analysis (supporting), methodology (supporting), validation (equal), writing – review and editing (equal). **Yiwen Du:** formal analysis (supporting), methodology (supporting), validation (equal), writing – review and editing (equal). **Ying Zhang:** data curation (supporting), methodology (supporting), visualization (equal), writing – review and editing (equal). **Yuping Gong:** conceptualization (lead), funding acquisition (lead), resources (lead), supervision (lead), writing – review and editing (lead).

## Ethics Statement

This study was performed in accordance with the Declaration of Helsinki. Ethical approval for this study was granted by the Biomedical Ethics Committee of West China Hospital, Sichuan University, which also waived the requirement for informed consent.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

Data S1.

## Data Availability

The data that support the findings of this study are openly available in the TCGA at https://www.cbioportal.org and in the GEO at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE13159 reference number GSE13159 [22]. The data that support the findings of this study from patient samples are available from the corresponding author upon reasonable request.

# Supplementary material for: METTL3, an Independent Adverse Prognostic Factor for AML, Promotes the Development of AML by Modulating the PGC‐1α–MAPK Pathway and PGC‐1α–Antioxidant System Axis
**Source:** Cancer Med. 2025 Apr 2;14(7):e70771. doi: 10.1002/cam4.70771
**Supplement:** Supplementary file 1 — Data S1.

**Supplementary Information**

**METTL3, an independent adverse prognostic factor for AML, promotes the development of AML by modulating the PGC-1α – MAPK pathway and PGC-1α – antioxidant system axis.**

1. **Supplementary methods and materials**

| **Supplement Table 1** Main reagents and suppliers | |
| --- | --- |
| Reagents | Suppliers |
| RPMI 1640 medium | Corning |
| IMDM medium | HyClone |
| DMEM medium | Corning |
| Fetal Bovine Serum | GEMINI |
| Lymphocyte Separation Medium | TBD |
| RIPA Lysis Buffer (medium) | Beyotime Biotechnology |
| BCA Protein Assay Kit^*^ | ComWin Biotech |
| 5×SDS loading buffer | Solarbio |
| Prestained protein marker | Page ruler (26616) |
| PVDF membrane | Millipore |
| Rabbit Anti-METTL3 antibody | CST (86132) |
| Rabbit Anti-METTL14 antibody | Sigma (HPA038002) |
| Rabbit Anti-WTAP antibody | Abcam (ab195380) |
| Rabbit Anti-FTO antibody | HuaBio（ET1705-89） |
| Rabbit Anti-ALKBH5 antibody | HuaBio（ER65894） |
| Mouse Anti-GAPDH antibody | ZSGB-Bio |
| PrimeScript™ RT Master Mix | Takara（RR036A） |
| 2x SYBR Green qPCR Master Mix | Bimake（B21203） |
| GenElute™ mRNA Miniprep Kit^*^ | Sigma-Aldrich (MRN70) |
| DH5α Competent cells | TIANGEN BIOTECH（CB101） |
| Endo-free Plasmid Midi kit^*^ | Omega(D6915-03) |
| polybrene | sigma |
| Puromycin | Cayman Chemical |
| MTT | Solarbio |
| Annexin V-APC | US Everbright(Y-6026) |
| PI | US Everbright(Y-6026) |
| 7AAD | US Everbright (A6030) |
| APC anti-human CD11b | BioLgend |
| PE/Cyanine7 anti-human CD14 | BioLgend |
| METTL3 Rabbit mAb | CST (86132) |
| PGC1αMouse mAb | Proteintech (66369-1) |
| GAPDH Mouse mAb | ZSGB-Bio |
| Cleaved caspase-3 Rabbit mAb | abcam (ab195352) |
| Phospho-p38 MAPK (Thr180/Tyr182) Rabbit mAb | CST（4511） |
| Phospho-c-Jun (Ser63) Rabbit mAb | CST（2361） |
| Phospho-p44/42 MAPK (Erk1/2) Rabbit mAb | CST（4246） |
| HRP Conjugated Goat anti-Mouse IgG Goat Polyclonal Antibody | ZSGB-Bio |
| HRP Conjugated Goat anti-Rabbit IgG Goat Polyclonal Antibody | ZSGB-Bio |
| protein A/G plus-Agarose IP reagent | Santa（#J0319） |
| Magna RIP RNA-Binding Protein Immunoprecipitation Kit^*^ | Millipore (17-700) |
| Anti-N6-methyladenosine (m^6^A) | Millipore (MABE1006) |

^*^: All the kits were used according to the instructions.

| **Supplement Table 2** The primer sequences of genes in qPCR | | |
| --- | --- | --- |
| Genes | Forward primer | Reverse primer |
| GAPDH | AATTCCATGGCACCGTCAAG | TGGACTCCACGACGTACTCA |
| METTL3 | CTTCAGCAGTTCCTGAATTAGC | ATGTTAAGGCCAGATCAGAGAG |
| METTL14 | ACGGGGACTTCATTCATGCT | GAGCCAGCCTGGTCGAATTG |
| WTAP | GGATTTCACAGGGAGGGCAA | ACCCCGCACTGAGTTGATTT |
| FTO | CTCCCCGTGGAACAAAGGAA | AGCAGGTAATGTTCGGGCAA |
| ALKBH5 | GCCGTCATCAACGACTACCA | CGACACCCGAATAGGCTTGA |
| PGC-1α | AGGAAAGGAAGACCAAGCGG | AAATCTGCCCCTGCCAATCA |
| NRF1 | GCTGATGAAGACTCGCCTTCT | TACATGAGGCCGTTTCCGTTT |
| TFAM | CGCTCCCCCTTCAGTTTTGT | CCAACGCTGGGCAATTCTTC |
| ATP5F1A | AAACTGGAGCCCAGCAAGAT | CCATCAGCCCTGATAGTGCC |
| ATP5MC1 | GAACCGTGTTTGGCAGCTTG | GACAGGGCAAAGCCAAGAATG |
| COX5A | TGGCTATCCAGTCAGTTCGC | TGTTACCCAGCGAGCATCAA |
| CYCS | ATTATGAAGTGTTCCCAGTGCC | GCTGTGTAAGAGTATCCAGGGG |
| SOD2 | GCTGGAAGCCATCAAACGTG | GCAGTGGAATAAGGCCTGTTG |
| GPx1 | CCGGGACTACACCCAGATGA | CTTGGCGTTCTCCTGATGCC |
| catalase | TCATCCAGAAGAAAGCGGTCA | AGATCCGGACTGCACAAAGG |
| UCP2 | GTCCGGTTACAGATCCAAGG | CATTGTAGAGGCTTCGGGGG |
| Mito | CACTTTCCACACAGACATCA | TGGTTAGGCTGGTGTTAGGG |
| B2M | TGTTCCTGCTGGGTAGCTCT | CCTCCATGATGCTGCTTACA |

| **Supplement Table 3** Gene shRNA sequences | | | | | |
| --- | --- | --- | --- | --- | --- |
| Gene | 5’ | stem | loop | stem | 3’ |
| METTL3 | CCGG | GCCAAGGAACAATCCATTGTT | CTCG  AG | AACAATGGATTGTTCCTTGGC | TTTTTG |
| PGC-1α#6 | CCGG | GTGCTACCTGAGAGAGACTTT | CTCGAG | AAAGTCTCTCTCAGGTAGCAC | TTTTTG |
| PGC-1α#7 | CCGG | AGGCTGAAGAGGGAAGAATAT | CTCGAG | ATATTCTTCCCTCTTCAGCCT | TTTTTG |

| 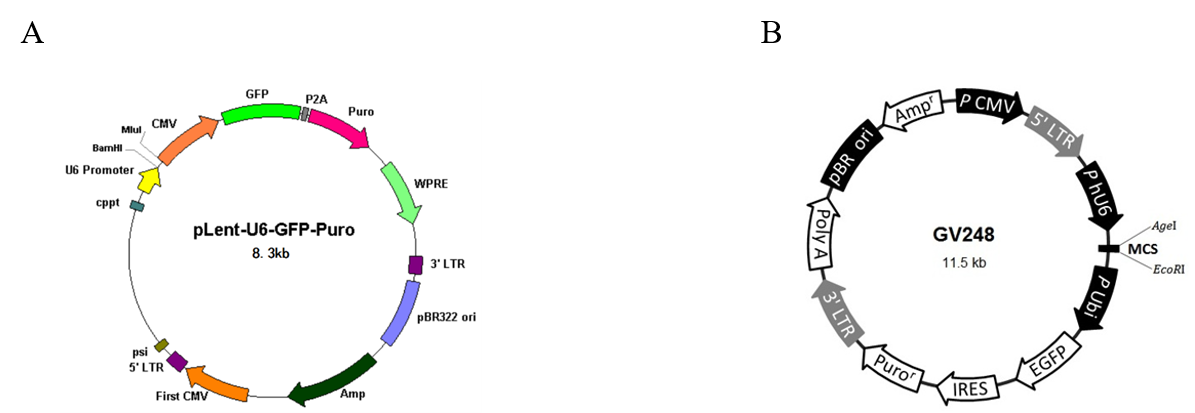 |
| --- |
| **Supplement figure 1** A. pLent-U6-GFP-Puro plasmid profile. B. hU6-MCS-Ubiquitin-EGFP-IRES-puro plasmid profile. |

1. **Supplementary figures and tables**

| **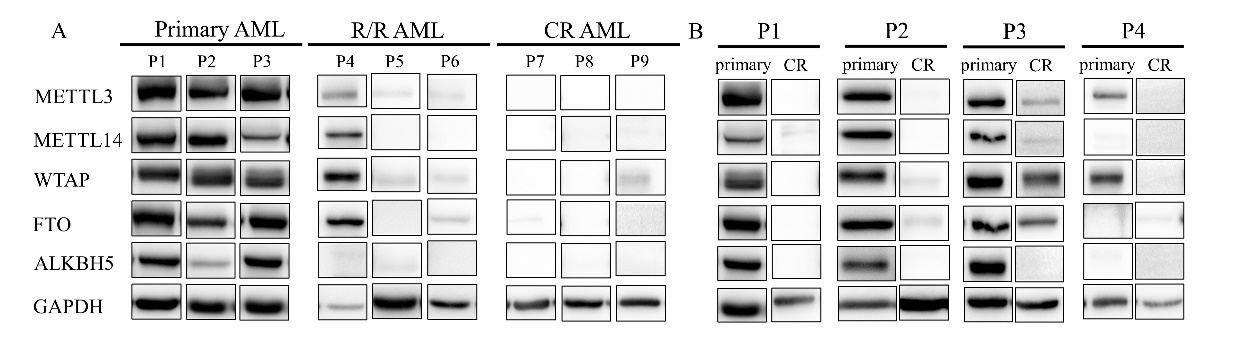** |
| --- |
| **Supplement figure 2** (A) A representative WB image demonstrating the expression of m^6^A RNA modification enzymes in AML patients at various stages of AML; (B) A representative WB image demonstrating the expression of m^6^A RNA modification enzymes in AML patients at initial diagnosis and during CR. |

| **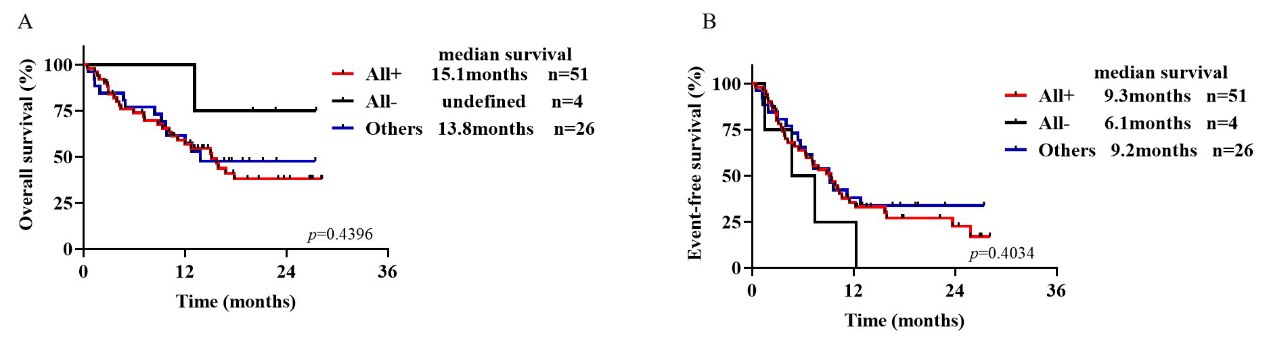** |
| --- |
| **Supplement figure 3** OS and EFS for patients in Group All+, Group All- and Others. |

| **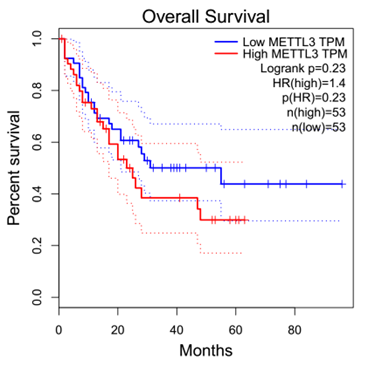** | **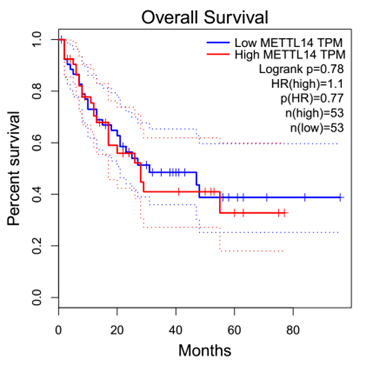** | **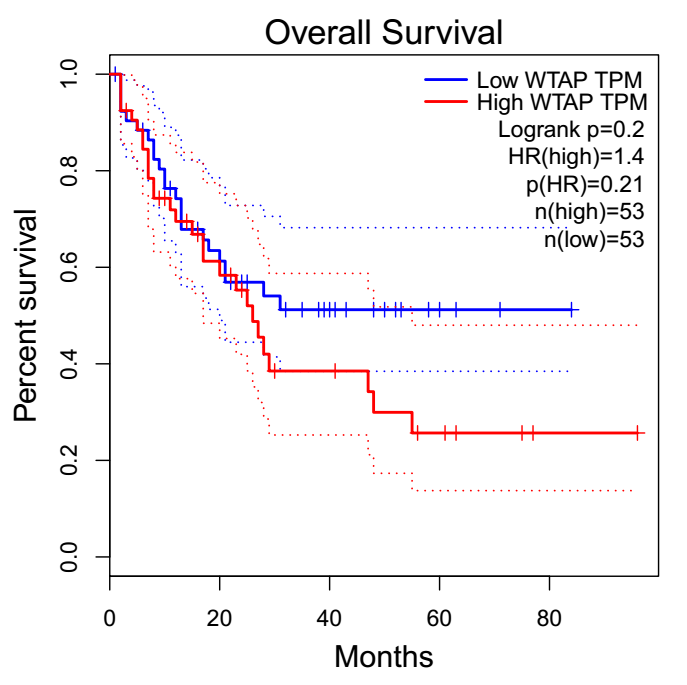** |
| --- | --- | --- |
| **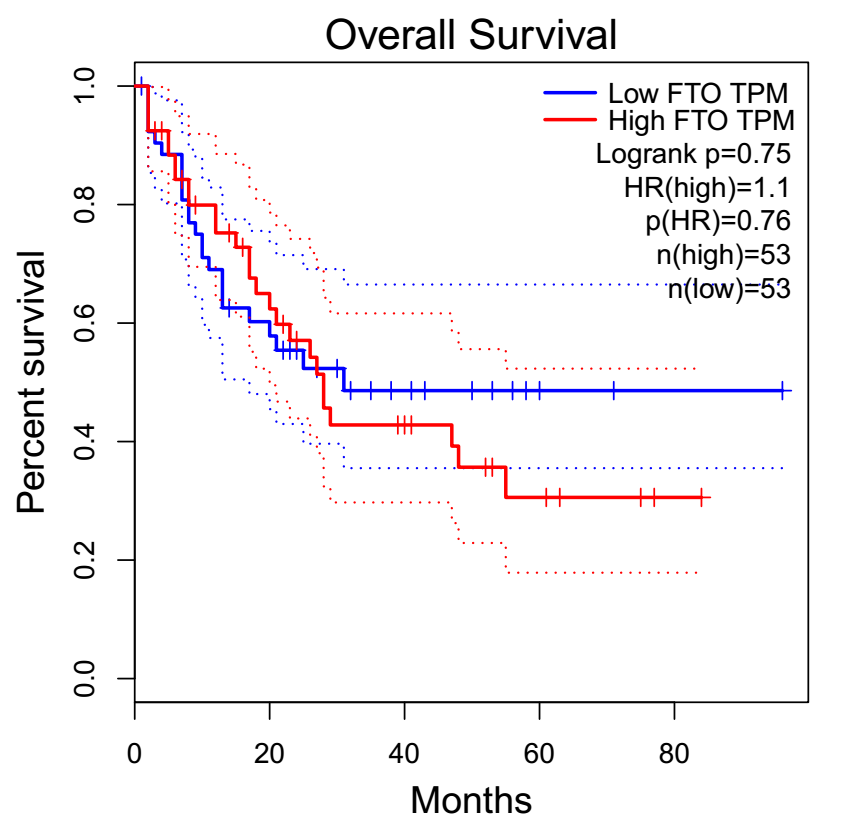** | **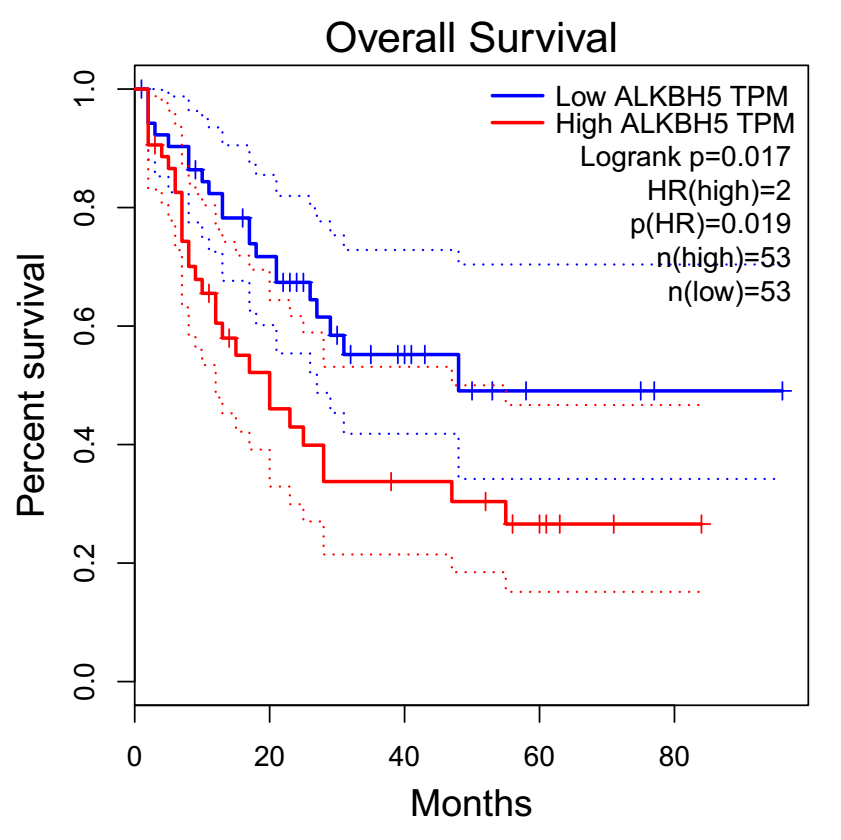** |  |
| **Supplement figure 4** Overall Survival (OS) of low and high expression levels of METTL3, METTL14, WTAP, FTO, and ALKBH5 (n=206) from TCGA dataset | | |

| 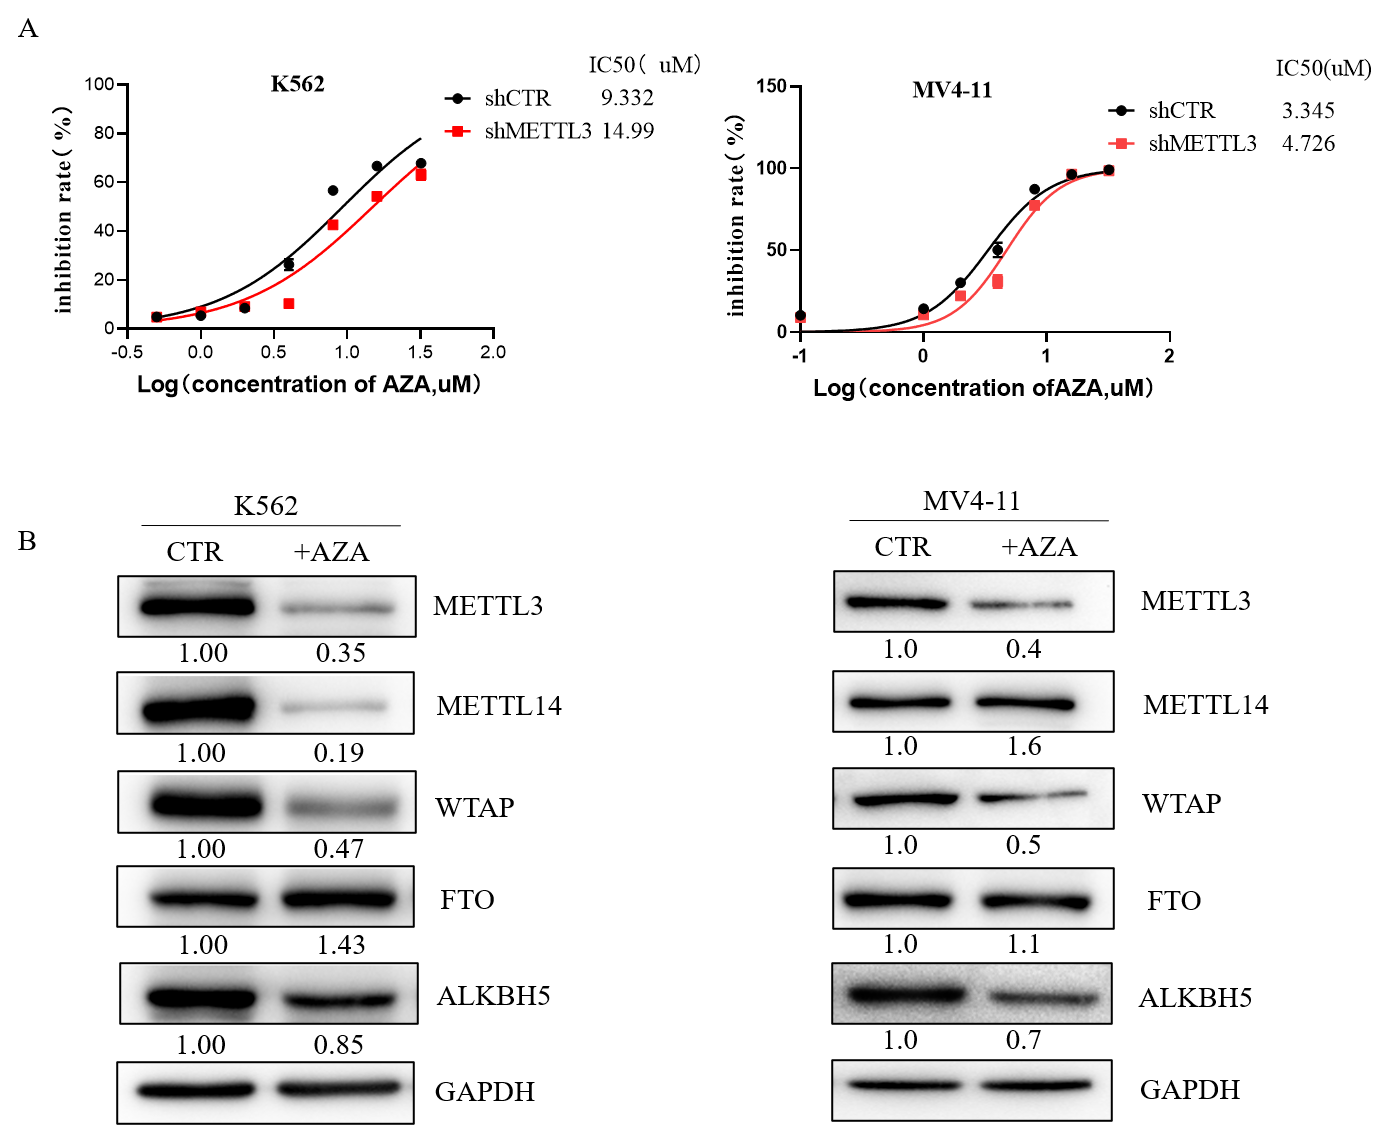 |
| --- |
| **Supplement figure 5** IC_50_ of azacytidine in AML cells with METTL3 knockdown |
|  |
| **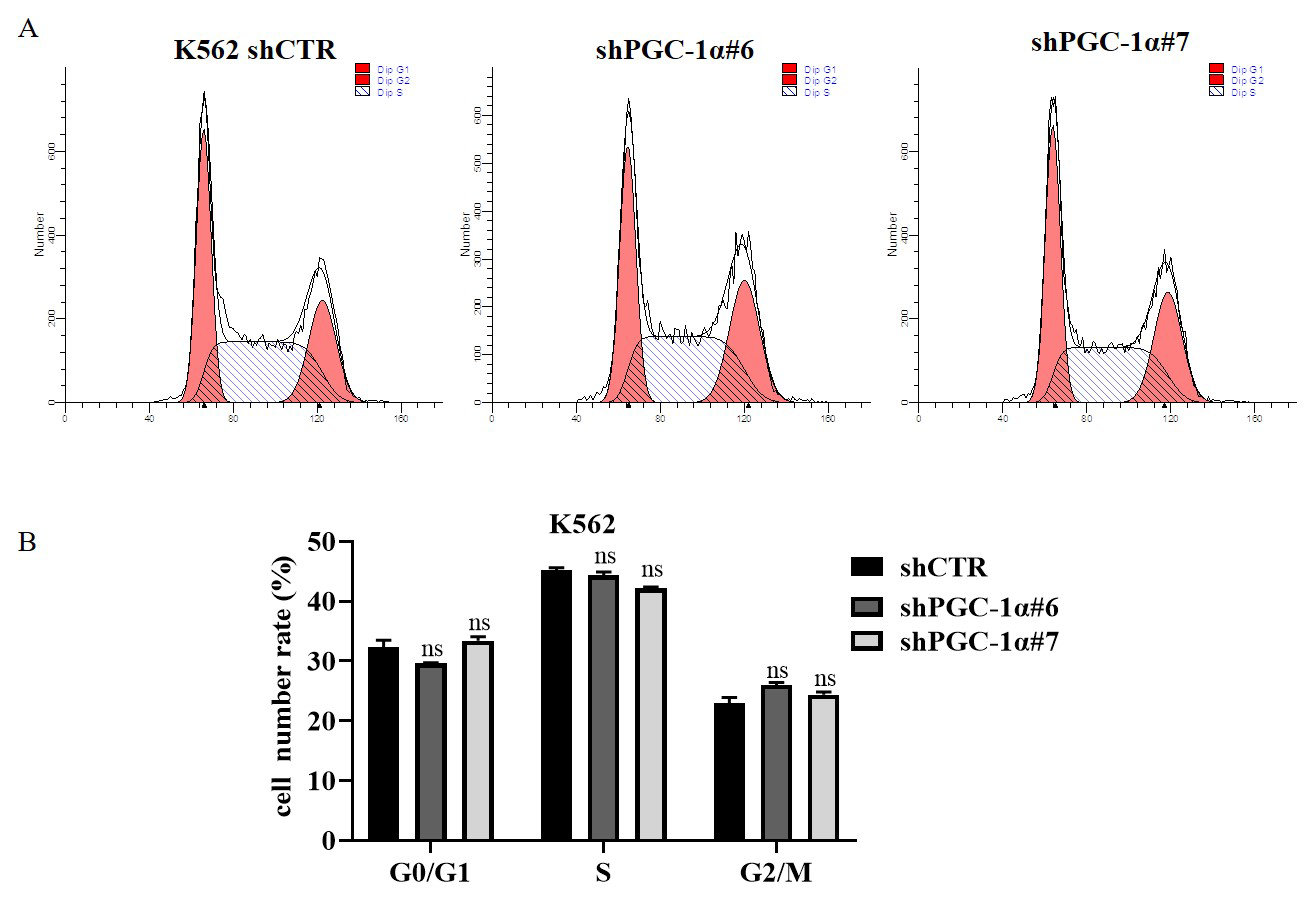** |
| **Supplement figure 6 Effect of PGC-1α on cell cycle in AML cells** (A) The cell cycles of K562 shCTR and K562 shPGC-1α#6 and K562 shPGC-1α#7 were detected by flow cytometry. (B) The result A is represented in a bar chart, and the result is the mean ± SD of 3 replicates. vs CTR: ns means p > 0.05. |
| **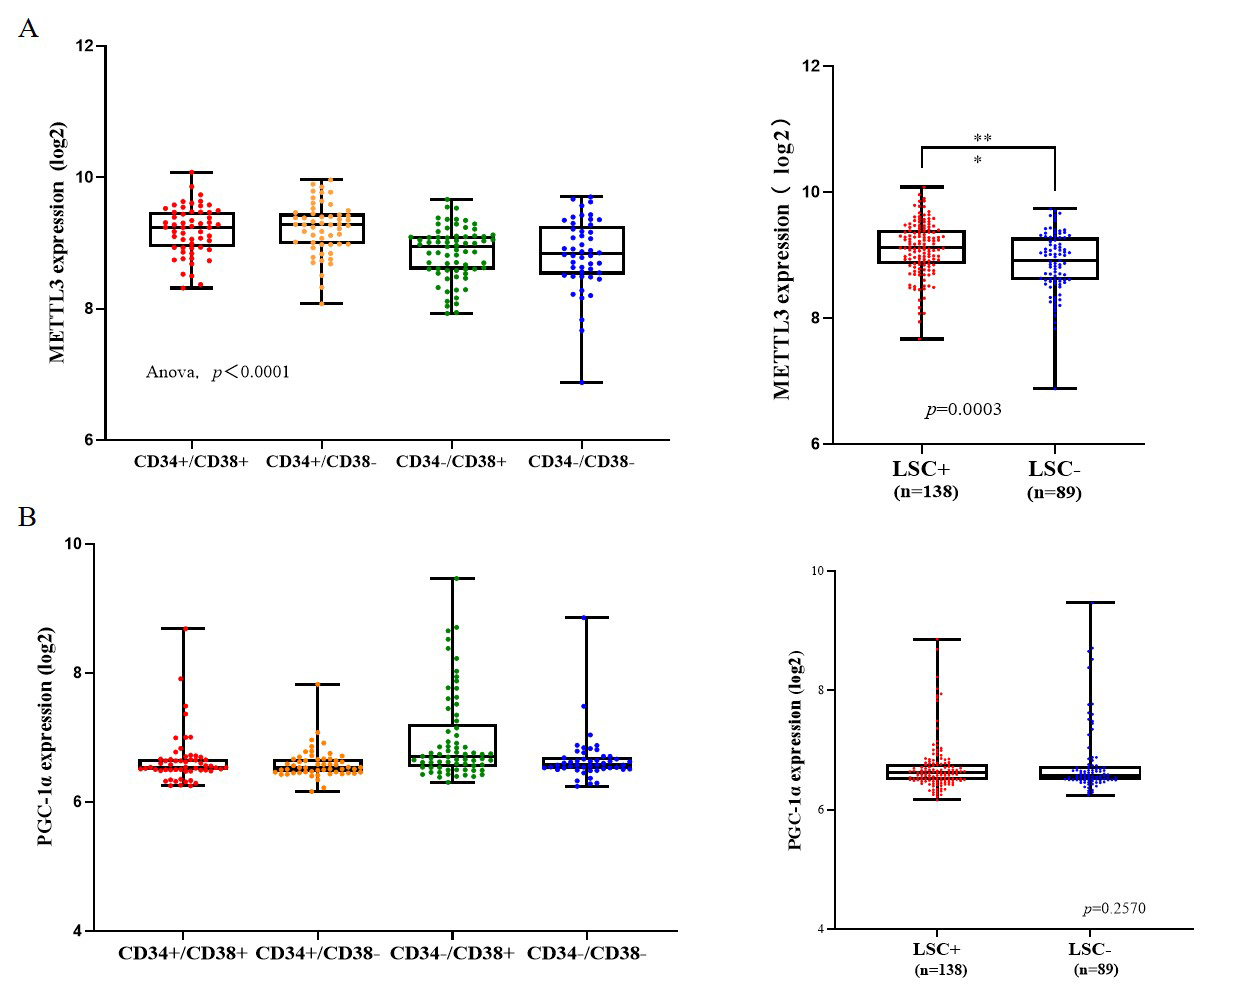** |
| **Supplement figure 7** Expression of METTL3 and PGC-1α in LSCs (GSE76009) |

| **Supplement Table 4** Comparison of clinical features of AML patients with METTL3-positive and METTL3-negative | | | |
| --- | --- | --- | --- |
| clinical features | METTL3+（n=90） | METTL3-（n=22） | P value |
| Gender, male/female | 43/47 | 11/11 | 0.852 |
| Age (years), median age (range) | 46（14-84） | 47（21-73） | 0.836 |
| FAB classification |  |  |  |
| M0, % (cases/total) | 1.1（1/90） | 0%（0/22） | 1.000 |
| M1, % (cases/total) | 27.8（25/90） | 4.5（1/22） | 0.021 |
| M2, % (cases/total) | 25.6（23/90） | 40.9（9/22） | 0.153 |
| M3, % (cases/total) | 7.8（7/90） | 40.9（9/22） | 0.000 |
| M3, % (cases/total) | 26.7（24/90） | 9.1（2/22） | 0.080 |
| M3, % (cases/total) | 11.1（10/90） | 4.5（1/22） | 0.689 |
| Baseline parameters at first visit |  |  |  |
| WBC (×10^9^/L), mean ± SD | 65.63±86.34 | 33.70±50.69 | 0.028 |
| HB (g/L), mean ± SD | 85±24 | 82±19 | 0.589 |
| PLT(×10^9^/L), mean ± SD | 64±93 | 59±82 | 0.806 |
| Blasts in peripheral blood (%), mean ± SD | 51.3±35.3 | 37.8±38.1 | 0.142 |
| Blasts in bone marrow, mean ± SD | 65.7±25.2 | 60.3±31.6 | 0.509 |
| LDH level, elevated/normal | 80.0（72/90） | 81.8（18/22） | 0.847 |
| Prognostic stratification |  |  |  |
| Low risk group, % (cases/total) | 32.1（25/78） | 57.1（12/21） | 0.035 |
| Intermediate risk group, % (cases/total) | 39.7（31/78） | 28.6（6/21） | 0.348 |
| High-risk group, % (number of cases/total) | 28.2（22/78） | 14.3（3/21） | 0.193 |
| Gene mutation |  |  |  |
| CEBPA double +, % (cases/total) | 15.1（11/73） | 5.6（1/18） | 0.448 |
| NPM1+, % (cases/total) | 21.9（16/73） | 11.1（2/18） | 0.509 |
| FLT3-ITD+, % (cases/total) | 28.4（21/73） | 16.7（3/18） | 0.381 |
| DNMT3A+, % (cases/total) | 20.5（15/73） | 0（0/18） | 0.036 |
| KIT+, % (cases/total) | 6.8（5/73） | 11.1（2/18） | 0.543 |
| TP53+, % (cases/total) | 3.0（2/67） | 7.1（1/14） | 0.454 |
| ASXL1+, % (cases/total) | 6.0（4/67） | 28.6（4/14） | 0.010 |
| IDH2+, % (cases/total) | 13.4（9/67） | 21.4（3/14） | 0.444 |
| IDH1+, % (cases/total) | 9.0（6/67） | 7.1（1/14） | 0.826 |
| TET2+, % (cases/total) | 9.0（6/67） | 0（0/14） | 0.245 |
| RUNX1, % (cases/total) | 7.5（5/67） | 7.1（1/14） | 0.967 |
| Extramedullary infiltration |  |  |  |
| Hepatosplenomegaly, % (cases/total) | 13.3（12/90） | 0%（0/22） | 0.070 |
| Lymphadenectasis, % (cases/total) | 25.6（23/90） | 9.1（2/22） | 0.096 |
| Central nervous system leukemia, % (cases/total) | 4.4（4/90） | 4.5（1/22） | 0.984 |
| Therapeutic response |  |  |  |
| 1 course response rate, % (cases/total) | 62.0（44/71） | 77.8（14/18） | 0.209 |
| 2 course response rate, % (cases/total) | 80.3（57/71） | 100（18/18） | 0.064 |
| Recurrence rate, % (cases/total) | 32.1（25/60） | 44.4（8/18） | 0.318 |

How the deposited data were processed for this re-analysis (not part of the article)

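RNA-seq of K562 cells was analysed, with 2 libraries each of shCTR, shMETTL3 and shMETTL14 cells, 6 in all. Conditions and replicate numbers were taken from the submitters' labels, and the shCTR and shMETTL3 groups also from the paper. The authors deposited 1 table of counts: whole-number reads per gene, not normalized, for 61661 identifiers, of which 60675 were Ensembl genes and 986 were identifiers the authors assigned to genes outside the annotation, without a name. These held between 0.635% and 0.703% of a library's reads and stayed in the library totals. The authors enriched mRNA with oligo(dT) beads before sequencing; their aligner, counting tool, genome build and annotation are not named in the paper's text, so no coordinates were taken from the table. Symbols came from a table of gene names for 41209 identifiers and from GENCODE release 29 for 15846 more. Gene length and GC content were those of each gene's longest GENCODE transcript. Genes that share reads with paralogs were counted as the authors counted them and are named as uncertain.

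Library totals ran from 19292574 to 20115304 counts, with a median of 19645212. Up to 3 reads in a library were taken as the floor. Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with a minimum count of 10 kept 17686 genes, TMM factors were computed, and the quasi-likelihood test compared shMETTL3 with shCTR, shMETTL14 with shCTR, and shMETTL3 with shMETTL14 in one fit, with Benjamini-Hochberg adjustment and a threshold of 0.05. CPM values are scaled by the TMM factors. Gene lists were tested with camera (limma 3.58.1, preset correlation 0.01), adjusted over 8 lists and both knockdowns, 16 tests; the 8 tests of the difference between the knockdowns were adjusted among themselves. The lists (MAPK signaling, its core, genes transcribed in response to MAPK activity, oxidative phosphorylation, antioxidant, interferon-stimulated, erythroid and myeloid genes) were written from general knowledge before the data were examined and were not checked against KEGG or another database. The GSEA statistic was computed as signal-to-noise ratio with weight 1 and 10000 random gene lists; the paper's text names neither its permutation type nor its normalization.

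Before the data were examined, the genes to be named were fixed as those the paper names for these cell lines, and, per knockdown, the 5 largest rises and falls past the threshold with at least 10 counts in every library of both groups and no overlap between the groups, among all genes and among MAPK list genes. The alternatives fixed at the same point were DESeq2 1.42.0, DESeq2's size factors and library size alone as scaling, no filter on low counts, a fit on the compared groups only, the replicate number as a block, a fold-change threshold, other rankings, scalings and lists for GSEA, fry and an estimated correlation for the lists, and each library left out in turn. A correction for GC content and gene length (a smooth trend per library, fitted with mgcv 1.9.3) was added after seeing the data. As first run, it also moved each library's mean; it was then centred, and both versions are given in the closing section.

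The steps were tested on 10 simulated data sets drawn from the libraries' means and sizes, with 200 genes changed by a factor of 2 and on average 17317 genes tested. edgeR called 75.9% of the changed genes, and 96.6% of those with a mean of at least 50 counts. The share at 50 counts or more was made the criterion after a higher share over all changed genes, required at first, was not met. Of its calls, 6.82% were unchanged genes on average (from 3.90% to 9.94%), which is above the 5% that the threshold aims at. In the unchanged group, 4.86% of genes had an unadjusted p under 0.05. DESeq2, run on 3 data sets, called 66.8% of the changed genes, with 0.737% false calls. A simulated GC trend gave 5544 false calls among 17296 genes without the correction and 2 with it.

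MV4-11 cells, PGC-1α knockdown, patient samples, and the qRT-PCR, m6A and protein measurements of the paper were not analysed here. Some genes that meet the rule above are not reported here.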

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

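The camera test of the erythroid list without its globin genes (in both knockdowns) and the test of MAPK genes with opposite signs were chosen only after the result was seen. The correction for GC content and gene length was added after the data were seen, and what it and the other tests would show was written down before their results were seen.

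The METTL14 knockdown libraries are data the paper does not report on. METTL14 had 656 and 655 reads in shCTR and 375 and 404 in shMETTL14 cells, a log2 fold change of -0.76 (standard error 0.0886, adjusted p = 1.40e-05 from edgeR's quasi-likelihood test), lower in 2 of 2 libraries. In these libraries 1184 genes had an adjusted p under 0.05, 607 higher and 577 lower, and 3665 had an unadjusted p under 0.05. By the rule set before the data were examined, the largest rises were HEPACAM2, DDT, AFP, CSAG2 and RXFP1, with log2 fold changes of 2.31, 2.20, 2.16, 2.05 and 1.89, and the largest falls TMPRSS11F, SDC1, ZBTB16, CAV1 and CFAP95, with -1.99, -1.97, -1.79, -1.54 and -1.51. DDT rests on 1 library (287 and 65 reads, against 44 and 32 in shCTR), and DDT and CSAG2 have near-identical copies, so both are uncertain. Among MAPK list genes the largest rises were IL1R1, PTPRR, GNG12, MAP4K4 and ARRB1 (from 1.22 down to 0.31) and the largest falls FOS, MRAS, DUSP8, PDGFB and MAP3K3 (from -0.86 to -0.64). Library totals differ little between the groups, and after removal of the GC and length trend 1669 genes were called, 1154 of them also called without it, which argues against that trend as the whole cause. The METTL14 knockdown, which the labels name, remains an open explanation that these libraries cannot separate from other differences between the cell lines.

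Across the 17686 tested genes, which are not independent replicates, the fold changes of both knockdowns correlated with Pearson's r of 0.439 and Spearman's rho of 0.444. Unchanged groups simulated against the same shCTR libraries gave a mean r of 0.496 (from 0.468 to 0.511 in 20 simulations) and a mean rho of 0.448. These groups hold no changed genes, and changes found in only 1 knockdown would lower a correlation. The simulated values therefore cannot decide whether the knockdowns share more than their controls. The share of genes with the same sign was 68.2%, above the highest of the simulations (67.2%). With no library shared, where shared controls add nothing, r was 0.144 and 0.179. Of the genes called in both, 499 had the same sign and 69 opposite signs. The shared controls push signs to be the same, and the simulated groups, which hold no changed genes and gave a mean of 0.45 such genes, set no level for this overlap.

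The knockdowns differed from each other: 2148 genes had an adjusted p under 0.05 in the test of shMETTL3 against shMETTL14, 1177 higher and 971 lower in shMETTL3 cells. By camera, the oxidative phosphorylation list was lower in shMETTL3 than in shMETTL14 cells (adjusted p = 2.37e-04, median -0.11), the list of genes transcribed in response to MAPK activity was higher (adjusted p = 0.0141, median 0.09), and the myeloid list was called lower (adjusted p = 0.0141) although the median of its 14 tested genes was 0.24. The whole MAPK list was not past the threshold (adjusted p = 0.0549), nor were the MAPK core (0.567), antioxidant (0.185), interferon (0.0549) and erythroid (0.567) lists. With an estimated correlation the smallest of these 8 adjusted p was 0.260, so none of these 3 calls holds there. With 2 libraries per group that test has little power, so here and below a call lost there stays undecided. Under fry, which does not compare a list with other genes, all 3 hold (adjusted p from 0.0306 to 0.0352). The whole MAPK (0.0205), antioxidant (0.0306) and interferon (0.0306) lists are past the threshold under fry too. A weaker overall response to METTL14 knockdown was tested for the MAPK list: the slope of its METTL14 on its METTL3 fold changes was 0.417, inside the central 95% of random lists matched on mean expression (0.0996 to 0.620). The shared controls raise the slope of every list alike, so this value only shows that the list does not stand apart from other genes. A scaled-down response keeps its sign, however, and of the 12 list genes called in both knockdowns 8 had the same sign and 4 opposite signs. In 10000 draws of a METTL14 response that is a scaled copy of the METTL3 response, with the measured errors and shared controls, the highest number of opposite calls was 0, which argues against a weaker response as the explanation for these 4 genes. They were PDGFB (log2 fold changes of 0.95 in shMETTL3 and -0.77 in shMETTL14 cells), MRAS (0.37 and -0.84), DUSP8 (0.55 and -0.82) and RASGRP2 (0.35 and -0.26), the last named after its values were seen. For the rest of the list a weaker response stays open. Over the whole list, 39 genes were called higher and 16 lower in shMETTL3 cells, and 13 and 14 in shMETTL14 cells. After removal of the GC and length trend 3088 genes differed between the knockdowns, 2072 of them also called without it; the list tests of this difference were not run with that correction.

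The lower oxidative phosphorylation list in shMETTL3 cells (median log2 fold change -0.14, 26 of 77 genes called lower, adjusted p = 3.63e-07 by camera) was weighed against technical explanations. After removal of the GC and length trend the camera adjusted p was 2.03e-04, which argues against that trend as the whole cause. The median of -0.14, without that correction, lay outside the central 95% of random lists matched on mean expression, which reached down to -0.10. This argues against a shift of abundant transcripts as a class as the whole cause. With an estimated correlation between genes the adjusted p was 0.224. METTL3 knockdown may lower these mRNAs, as a hypothesis found and tested on the same libraries.

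Interferon-stimulated genes were higher in shMETTL3 cells (adjusted p = 0.00404 by camera, median log2 fold change 0.18, 11 of 38 tested genes called higher and 4 lower, or 17 and 4 adjusted over the list alone). After removal of the GC and length trend the adjusted p was 0.00631, which argues against that trend as the whole cause; with an estimated correlation it was 0.224. A response to METTL3 knockdown and a difference between the cell lines in their response to lentivirus both stay open, and the second was not tested.

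Erythroid genes were higher in both knockdowns, with a camera adjusted p of 0.00404 in each and medians of 0.04 and 0.08. In shMETTL3 cells 11 of 39 tested genes were called higher and 4 lower, and in shMETTL14 cells 9 and 1. Without the 6 globin genes, the adjusted p was 0.203 in shMETTL3 and 0.00539 in shMETTL14 cells, so in shMETTL3 cells the call rests on globin genes (and is lost, at 0.0899, under the correction that also moves each library's mean), which share sequence and whose reads the counting could have split. In shMETTL14 cells the call holds without them, which argues against shared globin reads as the whole cause there. In shMETTL3 cells such sharing cannot be told apart from a true rise: the median without the globin genes was 0.00151, near 0 over genes going both ways, against 0.09 in shMETTL14 cells. A deviating shCTR library cannot be told apart either, since the lowest of the medians against each shCTR library alone was 0.00619. K562 cells express erythroid genes, and 39 of the 40 list genes passed the filter.

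Myeloid genes were higher in shMETTL14 cells by camera (adjusted p = 0.0151), but only 14 of the 34 list genes passed the filter, 50% of them were higher, and 3 were called higher. The adjusted p was 0.0683 under fry and 0.341 with an estimated correlation. No technical explanation was tested for this list beyond the removal of the GC and length trend, after which the adjusted p was 0.0218.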

How the results depend on the processing

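With an absolute log2 fold change of at least 1 required, the genes past the threshold were 481 in METTL3 knockdown, 174 in METTL14 knockdown and 467 for the difference, fewer by construction. With DESeq2 they were 1885, 772 and 1327; the cause was not tested. Without the filter on low counts, the METTL14 knockdown count was 766, with 37080 genes tested. Library size alone left the counts within 1.5 times but moved their balance: 2161 higher and 855 lower in METTL3 knockdown, 748 and 443 in METTL14 knockdown, and 1400 and 754 for the difference. With the GC and length correction, chosen after seeing the data, the METTL3 knockdown count was 3529 (1634 higher, 1895 lower). The version that also moved each library's mean, run first, gave 4316 (1273 and 3043), 1762 (703 and 1059) and, for the difference, 3458 (1211 and 2247); a shift of a library's mean has this effect by construction.

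METTL3 and METTL14 in their own knockdowns kept their direction under every setting run and their side of the threshold under every setting with a test. With each library left out in turn, where no test was made, they lay from -0.95 to -0.78 and from -0.82 to -0.71. PPARGC1A was not past the threshold under any setting with a test, with an adjusted p from 0.456 to 0.748 in edgeR; its depth of 2 to 7 reads per library limits any statement about it.

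For the MAPK list in METTL3 knockdown, the NES was 0.70 with the core list and, under corrections chosen after seeing the data, 1.21 with the GC and length correction and 1.15 with the version that moves each library's mean, none past the threshold. With genes ranked by log2 fold change, the NES was 1.78 with all libraries and between 1.42 and 1.71 with each library left out in turn. Camera's adjusted p of 0.134 became 0.927 with the direction reversed under the mean-moving correction. Under fry, which does not compare the list with other genes, the adjusted p was 0.0163. In METTL14 knockdown, the NES of 0.97 was reversed among genes passing the filter (-0.89), with the signed edgeR statistic (-1.04) and without genes under 1 CPM (-0.96). It was also reversed with the core list (-0.82) and under the mean-moving correction (-0.92). With genes ranked by log2 fold change, it was 0.96 with all libraries and between 0.76 and 1.12 with libraries left out. The camera direction was reversed without the filter (adjusted p = 0.935). None of these METTL14 values was past the threshold. The MAPK core list in METTL3 knockdown was reversed in camera under the GC and length correction (adjusted p = 0.447) and its mean-moving version (0.220). The causes were not tested.

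Of the 14 tests of the other lists, 6 were past the threshold in camera, 6 under fry (5 of them shared; the myeloid list in METTL14 knockdown was lost, at 0.0683, and the antioxidant list there gained, at 0.0383) and 6 with the GC and length correction, and 0 with an estimated correlation, where 1 had an unadjusted p under 0.05. Among single lists, 8 results became weaker and 1 stronger. The correlation between the knockdowns fell from 0.439 to 0.144 and 0.179 with no library shared, since shared controls add to it.

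With the replicate number as a block, 3264, 1459 and 2478 genes were called for METTL3 knockdown, METTL14 knockdown and the difference. Same-numbered libraries did not deviate together (correlations of 0.0614, 0.00511 and -0.0200), so the numbers do not pair them. By choice, no count of calls was made with a library left out, since a group would be left without replicates and its spread taken from the other groups alone.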

Differences from the paper's values

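Values of the paper for K562 shMETTL3 cells are qRT-PCR levels relative to shCTR, and the values beside them are ratios of RNA-seq levels. For PPARGC1A (PGC-1α), both shCTR libraries were at or under the floor of 3 reads, with 3 and 2 reads against 3 and 7 in shMETTL3 cells. The comparison rests on the second shMETTL3 library; without its 7 reads both groups are at the floor and no fold can be given. Computed against that floor, with the 3 reads of the first shMETTL3 library taken as counted, the level was at least 1.63-fold higher, against the paper's about 0.66 in Fig. 4B, read by eye. This bound leaves out counting error, which allows a ratio under 1, so the direction is not settled. The reads themselves, 5 against 10, compare these libraries and not the conditions; the exact 95% interval of their ratio ran from 0.610 to 7.31 (exact binomial test, two-sided, p = 0.302), which includes the paper's value. NRF1 was at 0.897 of the shCTR level, against the paper's about 0.41 in Fig. 4B. ATP5MC1 was at 1.03, against the paper's about 0.49 in Fig. 4B. COX5A was at 0.874, against the paper's about 0.52 in Fig. 4B. None of the alternatives set before the data were examined closed the gap for NRF1, ATP5MC1 or COX5A, and for PPARGC1A none that gave a value did.

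The paper reports lower NRF1 mRNA in K562 cells with METTL3 knockdown. In the RNA-seq libraries its log2 fold change was -0.16 (standard error 0.101, adjusted p = 0.318 from edgeR's quasi-likelihood test). The paper reports lower PGC-1α mRNA, and no difference was detectable at the depth of PPARGC1A. The paper proposes that the MAPK signaling gene set was upregulated. Compared with other genes, the list used here was past the threshold in GSEA, and not in camera with the preset correlation (adjusted p = 0.134). It was past the threshold in fry (adjusted p = 0.0163), which does not compare the list with other genes.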

Other observations

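The test of count values behind the library totals was chosen only after the result was seen, and its comparison with rescaled counts after its value was seen. What the other tests would show was written down before their results were seen.

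In shMETTL3 cells the MAPK list was enriched by GSEA, and technical explanations were tested. A rise of low-abundance genes as a class, as the whole cause, is argued against by the gene permutation p of 1.51e-04 against random lists matched on mean expression. The NES of 1.57 was 1.38 among genes passing the filter (gene permutation p = 0.0169). Without list genes under 1 CPM it was 1.36 (gene permutation p = 0.0206), so part of the enrichment may rest on low-count genes. A difference between the libraries in GC content and gene length bias remains open: with each library's trend removed, the gene permutation p was 0.0953. The correction removes a true change that follows length or GC content along with a technical one, so it does not separate them. By camera, the MAPK core was not past the threshold in METTL3 knockdown (adjusted p = 0.793) or METTL14 knockdown (0.744), nor were genes transcribed in response to MAPK activity (0.126 and 0.407), and the whole MAPK list in METTL14 knockdown was at 0.793.

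The antioxidant list was lower in shMETTL3 cells (camera adjusted p = 0.0151, median log2 fold change -0.14, with 10 of 27 tested genes called lower and 1 higher). After removal of the GC and length trend the adjusted p was 0.0198, and with an estimated correlation it was 0.224. In shMETTL14 cells, the oxidative phosphorylation (0.115), antioxidant (0.153) and interferon (0.199) lists were not past the threshold in camera, and neither was the myeloid list in shMETTL3 cells (0.695).

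For genes that the paper measured by qRT-PCR after PGC-1α knockdown in K562 cells, the METTL3 knockdown libraries gave these values from edgeR's quasi-likelihood test. UCP2 was higher (log2 fold change 0.41, adjusted p = 6.66e-04), SOD1 was lower (-0.28, adjusted p = 0.00226), CAT was lower (-0.25, adjusted p = 0.0116), and SOD2 differed by less than the test could resolve (-0.16, adjusted p = 0.0853). GPX1 had between 1 and 5 reads per library, too few for a test. Of the genes whose proteins the paper measured after PGC-1α knockdown, CD14 had between 1 and 3 reads, also too few. ITGAM (CD11b) had between 8 and 16 reads (log2 fold change 0.23, adjusted p = 0.803). Among mitochondrial genes, ATP5F1A was lower (-0.21, adjusted p = 0.0115), and TFAM (-0.05, adjusted p = 0.683) and CYCS (-0.04, adjusted p = 0.693) did not differ detectably. Of the other m6A genes, ALKBH5 was higher (0.25, adjusted p = 0.0264), and METTL14 (0.13, adjusted p = 0.320), WTAP (-0.18, adjusted p = 0.0808) and FTO (0.15, adjusted p = 0.268) were not past the threshold. In shMETTL14 cells, JUN (-0.60, adjusted p = 0.00250) and CAT (-0.28, adjusted p = 0.0113) were lower.

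By the rule set before the data were examined, the largest rises in shMETTL3 cells were TMEM45A, KIF1A, VEPH1, AKAP12 and C4B, with log2 fold changes of 2.78, 2.75, 2.72, 2.41 and 2.37, and the largest falls EN1, TMPRSS3, HCLS1, LGALS12 and UBASH3A, with -1.90, -1.88, -1.80, -1.76 and -1.75. C4B has a near-identical copy, C4A, and is uncertain. UBASH3A, the best covered of them, went from 32.6 ± 0.548 to 9.68 ± 0.853 CPM (SD, n = 2 each; adjusted p = 1.13e-09 from edgeR's test) and rose in shMETTL14 cells (log2 fold change 0.51, adjusted p = 7.28e-04). CFAP95, named among the falls in shMETTL14 cells, rose in shMETTL3 cells (2.06, adjusted p = 8.22e-10).

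The totals of 3 libraries, shMETTL3 2 and both shMETTL14 libraries, lay within 811 counts of each other, at 19644869, 19645555 and 19645680. Rescaling of the counts to a common total was tested by how far the number of genes at each count value from 10 to 99 departs from its neighbours. The largest absolute z was 3.78 in these 3 libraries and 2.45 in the others. The first shCTR library multiplied by 0.9 or 0.97 and rounded gave 8.08 and 8.86, but multiplied by 0.99 gave 2.82, so a rescaling by a factor near 1 cannot be told apart from none. Downsampling of reads to a common total was not tested and stays open, since it leaves no trace in the count values. No biological explanation was tested.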
